# Novel findings about the mode of action of the antifungal protein PeAfpA against *Saccharomyces cerevisiae*

**DOI:** 10.1007/s00253-023-12749-0

**Published:** 2023-09-09

**Authors:** Moisés Giner-Llorca, Antonella Locascio, Javier Alonso del Real, Jose F. Marcos, Paloma Manzanares

**Keywords:** Antifungal proteins (AFPs), Transcriptomics, Yeast deletion collection, Cell-penetrating protein, Cell wall integrity, Phosphatidylinositol metabolism

## Abstract

**Abstract:**

Antifungal proteins (AFPs) from filamentous fungi offer the potential to control fungal infections that threaten human health and food safety. AFPs exhibit broad antifungal spectra against harmful fungi, but limited knowledge of their killing mechanism hinders their potential applicability. PeAfpA from *Penicillium expansum* shows strong antifungal potency against plant and human fungal pathogens and stands above other AFPs for being active against the yeast *Saccharomyces cerevisiae*. We took advantage of this and used a model laboratory strain of *S. cerevisiae* to gain insight into the mode of action of PeAfpA by combining (i) transcriptional profiling, (ii) PeAfpA sensitivity analyses of deletion mutants available in the *S. cerevisiae* genomic deletion collection and (iii) cell biology studies using confocal microscopy. Results highlighted and confirmed the role of the yeast cell wall (CW) in the interaction with PeAfpA, which can be internalized through both energy-dependent and independent mechanisms. The combined results also suggest an active role of the CW integrity (CWI) pathway and the cAMP-PKA signalling in the PeAfpA killing mechanism. Besides, our studies revealed the involvement of phosphatidylinositol metabolism and the participation of *ROX3*, which codes for the subunit 19 of the RNA polymerase II mediator complex, in the yeast defence strategy. In conclusion, our study provides clues about both the killing mechanism of PeAfpA and the fungus defence strategies against the protein, suggesting also targets for the development of new antifungals.

**Key points:**

• *PeAfpA is a cell-penetrating protein with inhibitory activity against S. cerevisiae.*

• *The CW integrity (CWI) pathway is a key player in the PeAfpA killing mechanism.*

• *Phosphatidylinositol metabolism and ROX3 are involved in the yeast defence strategy.*

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00253-023-12749-0.

## Introduction

The small, cationic and cysteine-rich antifungal proteins (AFPs) from filamentous ascomycetes fold into compact structures stabilized by disulphide bonds, which make them highly resistant against adverse biochemical and biophysical conditions (Batta et al. 2009). They exhibit broad antifungal spectra and different mechanisms of action against deleterious fungi (Hegedüs and Marx 2013) without affecting plant or mammalian cell viability (Szappanos et al. 2005, 2006). AFPs offer the potential to control fungal infections that threaten human health and food safety, but understanding their killing mechanism is crucial for their rational application as new biofungicides.

Fungi have a complex repertoire of phylogenetically distinct AFP-like sequences (Garrigues et al. 2016), and currently, more than 50 members have been identified. The phytopathogenic fungus of pome fruits *Penicillium expansum* encodes three phylogenetically different AFPs, PeAfpA (6.64 kDa; pI 9.48; GRAVY − 1.08), PeAfpB (6.69 kDa; pI 7.80; GRAVY − 1.47) and PeAfpC (6.72 kDa; pI: 6.87; GRAVY − 0.977). Their characterization underlined the strong antifungal potency of PeAfpA, its lack of cytotoxicity and significant protection against fungi that cause postharvest decay and plant diseases (Gandía et al. 2020; Garrigues et al. 2018). Furthermore, PeAfpA is also highly active against human fungal pathogens and against mycotoxin-producing fungal strains (Garrigues et al. 2018; Martínez-Culebras et al. 2021; Valero Abad et al. 2023), suggesting its potential application also in medicine and food preservation.

Although AFPs are similar in structure, they differ in amino acid sequence, antifungal spectrum and modes of action. Mechanistic studies have shown that AFPs kill fungal cells primarily through (i) a cell-penetrating mode of action proposed for *Penicillium chrysogenum* AFPs (Holzknecht et al. 2020; Huber et al. 2018; Leiter et al. 2005) and the antifungal protein NFAP from *Neosartorya fischeri* (Virágh et al. 2015) or (ii) by disrupting plasma membrane integrity described for *Aspergillus giganteus* AFP (Meyer 2008; Moreno et al. 2006) and *N. fischeri* NFAP2 (Kovács et al. 2019). We previously demonstrated that *Penicillium digitatum* PdAfpB acting on its natural fungus is a cell-penetrating AFP with a multitarget action that follows a three-stage process: first, the interaction with the outer cell wall (CW), then the energy-dependent cell penetration and, finally, a series of intracellular regulated actions that end with cell collapse (Bugeda et al. 2020; Ropero-Pérez et al. 2023). Independently of the general mode of action, it is recognized that AFPs have multiple extra or intracellular targets, including fungal cell wall components (Gandía et al. 2019b; Hagen et al. 2007), plasma membrane lipids (Huber et al. 2019; Paege et al. 2019) and intracellular processes (Binder et al. 2011; Bugeda et al. 2020; Gandía et al. 2019b; Leiter et al. 2005). Regarding PeAfpA, we have recently demonstrated that protein *O*-mannosylation is important for interaction of PeAfpA with the CW and its antifungal activity (Giner-Llorca et al. 2023). Moreover, our previous studies point to an active role of chitin synthases in the mode of action of PeAfpA (Gandía et al. 2019a) and the interaction of the protein with biologically relevant phospholipids, such as phosphoinositides (Giner-Llorca et al. 2023).

Originally, AFPs were described as highly effective against filamentous fungi, but not active against yeasts or bacteria (Marx et al. 2008; Meyer 2008). However, anti-yeast activity of PAF was recently re-evaluated, and its effectiveness against the opportunistic human-pathogenic yeast *Candida albicans* was reported, as well as that of PAFB (Huber et al. 2018) and PAFC (Holzknecht et al. 2020). At present, NFAP2, ineffective against filamentous fungal isolates, is the most potent anti-yeast AFP described, with minimum inhibitory concentration (MIC) values in the range of 0.2–1.5 µg/mL (Tóth et al. 2016). Besides, a recent study has shown that *P. chrysogenum* AFPs and NFAP2 inhibit *C. albicans* growth in three-dimensional skin infection models (Holzknecht et al. 2022).

PeAfpA is also moderately active against *Saccharomyces cerevisiae* and several *Candida* species (Garrigues et al. 2018). *S. cerevisiae*, as a well-established model fungus, facilitates genomic studies and has been successfully used for identifying the molecular pathways targeted by antifungal and therapeutic compounds (Ouedraogo et al. 2011; Sturgeon et al. 2006) and thus represents an opportunity to address the killing mechanism of PeAfpA. In order to get further insight in the mode of action of the protein, in the present work, we have characterized the transcriptomic changes occurring in *S. cerevisiae* upon exposure to different concentrations of PeAfpA and screened the yeast genomic deletion collection for mutants with altered PeAfpA sensitivity. Finally, we have studied uptake and cellular distribution of PeAfpA in an *S. cerevisiae* laboratory strain and selected mutants.

## Materials and methods

### Protein production and purification

PeAfpA from *P. expansum* was produced and purified as previously described (Garrigues et al. 2018).

### Strains, media and growth conditions

To evaluate the antifungal activity of PeAfpA against *S. cerevisiae* (Fig. 1) and for all the conditions of the RNA-seq experiment (Table 1), *S. cerevisiae* BY4741 strain (EUROSCARF, Frankfurt, Germany) was used. Three replicates of each condition were performed in 100-mL Erlenmeyer flasks containing 10 mL of 5% yeast, peptone and dextrose (YPD) medium. Each flask was inoculated with 2.5 × 10^4^ colony forming units (cfu)/mL and incubated for 20 h at 30 °C and 120 rpm. Condition 1 corresponds to the control with no PeAfpA added. One, 2 and 4 µg/mL of PeAfpA were added in conditions 2, 3 and 4, respectively. Yeast cells were recovered by centrifugation, frozen in liquid nitrogen and stored at − 80 °C until RNA isolation.

**Fig. 1:**
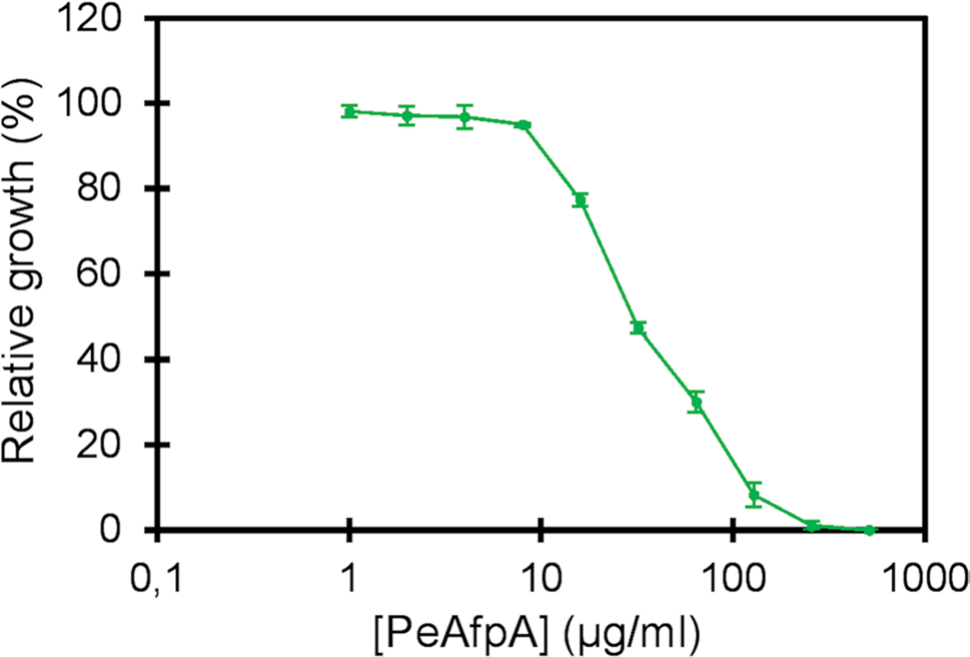
Dose–response curve showing the antifungal activity of PeAfpA against *S. cerevisiae* BY4741. Curve shows mean ± SD of three replicates at each PeAfpA concentration

**Table 1:** Experimental growth conditions for *S. cerevisiae* BY4741

Condition	Growth (20 h, 30 °C, 120 rpm)
1	5% YPD
2	5% YPD + 1 μg/mL PeAfpA
3	5% YPD + 2 μg/mL PeAfpA
4	5% YPD + 4 μg/mL PeAfpA

For antimicrobial activity assays, 102 deletion mutant strains (Supplemental Table S1) from the EUROSCARF collection were selected, and BY4741 was used as control.

### RNA isolation and transcriptomic analysis

Total RNA extraction was conducted following the protocol described in (Garre et al. 2013). RNA concentration and quality were assessed using a spectrophotometer (NanoDrop ND-1000, Thermo Fisher Scientific, Waltham, MA, USA) and a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA USA).

RNA-seq analysis was performed by the genomic facility of the Central Service for Experimental Research (SCSIE) from the University of Valencia (UV, Spain) (https://www.uv.es/uvweb/central-service-for-experimental-research/en/central-service-experimental-research-scsie-1285868582594.html). Library preparation for RNA sequencing was performed with the TruSeq RNA Sample Preparation Kit v2 (Illumina, San Diego, CA, USA). Library was assessed for quality in an Agilent Bioanalyzer® (Agilent Technologies Inc.) and sequenced (single-end 75 base pairs) in an Illumina Nextseq® sequencer (Illumina). Quality of reads and trimming was performed with Trimmomatic (v0.39) and mapped to *S. cerevisiae* reference genome (http://sgd-archive.yeastgenome.org/sequence/S288C_reference/genome_releases/S288C_reference_genome_R64-2-1_20150113.tgz) with *bowtie2* (v2.3.2) (Langmead and Salzberg 2012). The number of reads mapped to each gene was calculated with htseq-count (v0.9.0) (Anders et al. 2014).

R software version 4.0.2 (http://www.r-project.org/) was used to import the mapped RNA-seq count data. The function *dds*, included in the DESeq2 package (Love et al. 2014), followed by a variance stabilizing transformation function also included in this R package, was used for the analysis of gene expression. Before data normalization in DESeq2, a pre-filtering step was applied in the count matrix to remove genes with no counts or transcripts per million (TPM) < 1. After DESeq2 normalization of the data, the function *contrast* was employed to obtain the list of expressed genes modified between experimental conditions. Lists of differentially expressed genes (DEGs) were generated according to a *p*-adjusted significance cut-off of 0.05. ShinyGO 0.77 web tool (http://bioinformatics.sdstate.edu/go/) was used for functional enrichment analyses with a false discovery rate (FDR) cut-off of 0.01 and considering pathways with 10 to 2000 genes. These analyses were graphically represented using *ggplot2* package version 3.3.3 (https://ggplot2.tidyverse.org).

Principal component analysis (PCA) of the samples according to the level of gene expression was built and customized using the *ggplot2* package version 3.3.3. Heat map was obtained by hierarchical clustering of the Euclidean distance between samples including the top 100 most variably expressed genes in our dataset by the Ward method, using the *pheatmap* function included in the *pheatmap* package (https://CRAN.R-project.org/package=pheatmap)*.* Venn diagram of the DEGs identified per treatment was built using a Venn diagram generator web tool (https://bioinformatics.psb.ugent.be/webtools/Venn/).

### Antimicrobial activity assays

Growth inhibition assays were performed in 96-well round-bottom microtiter plates (Nunc, Roskilde, Denmark). Fifty μL of 2 × concentrated yeast cells (2.5 × 10^4^ cfu/mL, final concentration) in 10% YPD, containing 0.02% chloramphenicol to avoid bacteria contamination, were mixed in each well with 50 μL of 2 × concentrated protein from serial twofold dilution (final concentrations range from 1 to 512 μg/mL, depending on the yeast strain). Samples were prepared in triplicates. Plates were incubated for 24 h at 30 °C in a SPECTROstar Nano spectrophotometer (BMG Labtech, Ortenberg, Germany). Growth was measured as optical density at 600 nm (OD600), and the OD600 mean and standard deviation (SD) were calculated. Minimum inhibitory concentration (MIC) is defined as the protein concentration that completely inhibited growth in all the experiments performed.

For screening the sensitivity of mutant strains, we used 32 µg/mL of PeAfpA that is roughly the IC_50_ (concentration required to obtain 50% inhibition of growth) value of the protein against the parental BY4741. The relative growth of each mutant strain at 32 µg/mL of PeAfpA was calculated as a percentage of the growth of the corresponding non-treated strain (100%) and then normalized to the growth of BY4741 in the presence of 32 µg/mL of PeAfpA. Experiments were performed in batches with a variable number of mutant strains plus the parental BY4741 as an internal normalization control in each batch, and sensitivity percentages of all mutant strains were normalized using the sensitivity of BY4741 in each batch as 100%. In each experiment, samples were prepared in triplicates, and experiments were repeated at least twice for each mutant.

### PeAfpA fluorescent labelling

PeAfpA was labelled with the green fluorophore BODIPY™-FL EDA (4,4-difluoro-5,7-dimethyl-4-bora-3a,4a-diaza-*s*-indacene-3-propionyl ethylenediamine, Invitrogen, Thermo Fisher Scientific) as described with minor changes (Sonderegger et al. 2017). In brief, 3-mg lyophilized PeAfpA were dissolved in 1 mL of 0.1 M MES (2-(*N*-morpholino)ethanesulfonic acid) buffer pH 4.5. Subsequently, a reaction mixture containing 200 μL of PeAfpA, 30 µL of 0.1 M EDAC (1-ethyl-3-(3-dimethylaminopropyl)carbodiimide hydrochloride, Invitrogen), 15 µL of 100 mM Sulfo-NHS (*N*-hydroxysulfosuccinimide, Invitrogen) and 30 µL of 50 mM BODIPY in MES buffer was incubated in darkness at 25 °C, with gently mixing for 3 h. The reaction mixture was dialyzed (3.5 kDa molecular weight cut-off; Thermo Scientific, Thermo Fisher Scientific) several times against deionized water at 4 °C to remove free BODIPY and salts. Labelling efficiency and protein concentration were determined spectrophotometrically. Labelled protein retained full antifungal activity (Supplemental Fig. S1).

### Confocal microscopy assays

Confocal laser scanning microscopy was carried out with a Zeiss LSM 780 microscope (Oberkochen, Germany) equipped with 40 × C-Apochromat objectives. Images were acquired in a Zeiss LSM Image Browser Zen 3.3 (Blue Edition). The 488-nm laser was used for BODIPY-PeAfpA excitation, with the emission window set at 490–534 nm. Propidium iodide (PI; Sigma-Aldrich, Burlington MA, USA) was excited at 594 nm and detected at 595–685 nm. Calcofluor white (CFW; Fluorescent Brightener 28, Sigma-Aldrich) was excited at 405 nm and detected at 415–491 nm. Pinhole was set at 0.99 airy unit (AU).

Freshly grown yeast cells were centrifuged, resuspended in YPD 5% to a final OD600 of 1 and incubated with BODIPY-PeAfpA at a concentration of 8 μg/mL, at which labelled and unlabelled PeAfpA showed the same antifungal activity (Supplemental Fig. S1). The dead cell stain PI (2 μM), and CFW (25 μM) were used after BODIPY-PeAfpA treatment for multiple staining imaging. To determine whether protein internalization is energy-dependent, yeast cells were pre-treated with sodium azide (NaN_3_) at a concentration of 10 mM for 15 min before BODIPY-PeAfpA treatment.

### Statistical analysis

To determine the statistical significance of the results from sensitivity assays, we performed a *t*-test between each mutant and the parental strain data (*p* < 0.05).

## Results

### Transcriptional response of *S. cerevisiae* to PeAfpA

Inhibition of *S. cerevisiae* BY4741 by PeAfpA shows a typical dose–response curve with an IC_50_ value around 32 µg/mL and MIC (minimal inhibitory concentration) above 128 µg/mL (Fig. 1). To identify PeAfpA-responsive genes, a transcriptome analysis was performed on *S. cerevisiae* treated with PeAfpA under different experimental conditions (Table 1). These included *S. cerevisiae* grown in absence (condition 1) or in continuous presence of PeAfpA at concentrations ranging from 1 to 4 µg/mL (conditions 2–4). These PeAfpA concentrations are sub-inhibitory against *S. cerevisiae* grown in YPD (Fig. 1).

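The 12 libraries come from 3 flask cultures per condition of BY4741, a haploid laboratory strain, grown for 20 h at 30 °C in diluted YPD. The paper gives an inoculum of 25000 cfu/mL, and the sample labels give 20000 cfu/mL. Libraries are called by condition and replicate as in Fig. 2A, so that 4A, 4B and 4C are replicates 1, 2 and 3 of condition 4. Single-end reads of polyadenylated RNA libraries were trimmed with Trimmomatic, mapped to the S288C reference genome with bowtie2 and counted per gene with htseq-count. The paper's text does not name the strand, overlap and mapping quality settings of the counting. The authors deposited these counts without normalization for 6600 annotated features. The total count per library ranged from 8696214 to 8991943 (median 8736835) in condition 1 and from 7946071 to 9573555 (median 9529482) in condition 2. It ranged from 7153797 to 10270183 (median 8655508) in condition 3 and from 8706634 to 10045702 (median 9155033) in condition 4. The depth range in the paper's text is narrower than these totals, and all values given here use the deposited totals. Between replicates the squared differences of scaled counts were 13.6 (2B and 2C) to 171 (2A and 2C) times those of counting error alone, averaged over genes. Features were kept at a mean of at least 1 TPM over the 12 libraries, with lengths from the reference annotation, or at a mean of at least 1 CPM where that annotation gave no length. This left 5909 genes, 247 of them without a length. Counts were normalized by edgeR's TMM method, with factors of 0.808 in 4C, 0.846 in 2A and 0.99 to 1.12 in the other libraries. Conditions were compared with edgeR's quasi-likelihood test in a single fit over the 12 libraries, and a gene is a DEG where its p-value, adjusted over the 5909 genes by the Benjamini-Hochberg method, is under 0.05. Log2 fold changes are relative to condition 1, and each standard error is the size of the log2 fold change divided by the square root of the test's F statistic. In counts simulated for condition 4 against condition 1 with 200 of the 5909 genes changed, this fit found 99.3% of the genes changed by 2 on the log2 scale and 74% of those changed by 1 (means of 3 rounds). The changed genes were drawn only from those past a minimum mean count, so these shares do not cover genes with few counts. The simulated libraries also hold no differences that many genes of a culture share. LEU2, URA3 and MET17, which are deleted in BY4741, had 0 counts in every library, and HIS3, which keeps part of its sequence in this strain, had 381 to 649 counts.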

RNA-seq analysis across the biological replicates of each strain revealed a total number of uniquely mapped reads between 9.3 and 12.5 million reads per sample. The number of reads that mapped to annotated transcripts ranged between 7.9 and 10 million reads, equivalent to a relative amount between 81.5 and 83.2%.

Normalized count data were subjected to PCA (Fig. 2A). Dimension 1 explains 77% of the sample variability, whereas dimension 2 explains only 8%. 

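Principal components were computed from DESeq2's variance stabilizing transformation of the counts, over the 500 most variable genes, the default of DESeq2's function for this plot. Dimension 1 held 80.0% of the variance, dimension 2 held 6.60% and the third held 6.26%. With all 5909 genes, dimension 1 held 67.8%, its largest change among the alternatives, and dimension 2 held 9.70%, while leaving out 4C moved dimension 2 most, to 10.4%.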

Results indicate that conditions 1–3 are grouped within the more discriminative PC 1, separated from condition 4 that corresponds to the highest concentration of PeAfpA tested (4 µg/mL). 

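On dimension 1, libraries 4A, 4B and 4C had scores of 26.7, 34 and 46.2, and the libraries of conditions 1 to 3 had scores between -19.7 and 4.8. Of these, 2A lay nearest to condition 4 with a score of 4.8, while 2B and 2C had scores of -15.9 and -19.7. Replicates of condition 4 were spread along the same dimension. Over the transformed values of all 5909 genes, the Euclidean distance from 4A to 4C was 46.6, larger than the distance of 41.7 from 4A to 2A and smaller than those of 56.3, 60.4 and 56.6 from 4A to 1A, 1B and 1C.

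**Figure D1:**
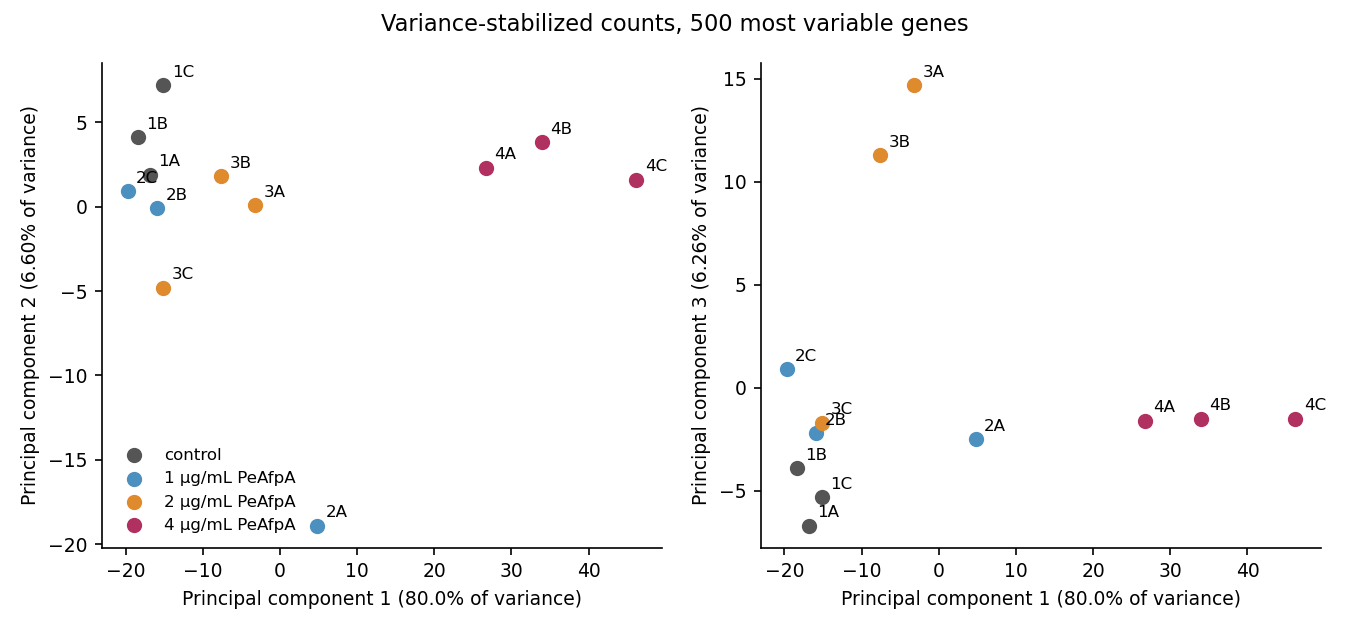
Principal component scores of the 12 libraries, dimension 1 against dimension 2 (left) and against the third (right), with 1 point per library coloured by PeAfpA concentration. On dimension 1 the libraries of condition 4 lie between 26.7 and 46.2, and 2A, at 4.8, lies nearest to them.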

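Library 2A had the score farthest from 0 on dimension 2, at -18.9, and the scores of the other libraries lay between -4.8 (3C) and 7.2 (1C). Libraries 3A and 3B of condition 3 had scores of 0.1 and 1.8 on this dimension. They were set apart on the third dimension, with scores of 14.7 and 11.3, where 3C had a score of -1.7. With all 5909 genes in place of the 500 most variable, 3A and 3B had the highest scores on dimension 2, 20.7 and 22.3, against -7.9 for 3C. The same holds with log2(CPM + 1) values, where 3A and 3B had scores of 14.1 and 12.6 and 3C had a score of -1.2.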

Two of the three replicas of condition 3 (2 µg/mL) are separated from the rest in the less discriminatory dimension 2. Hierarchical clustering (Fig. 2B) confirms the absence of clear separation in the conditions 1–3, in which PeAfpA concentration ranges from 0 to 2 μg/mL and reveals a marked separation from the 4 μg/mL PeAfpA treatment.

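Ward clustering of Euclidean distances over the 100 most variable genes, on the same transformed values, parted the libraries into 4A, 4B and 4C on one side and the libraries of conditions 1, 2 and 3 on the other. Divided into 3 clusters, the tree kept the controls with 2B, 2C and 3C and joined 2A with 3A and 3B. Over all 5909 genes, 2A moved into the cluster of condition 4. No library of conditions 1 to 3 was in that cluster with scaled values, with log2(CPM + 1) values, with average linkage or with any 1 library left out. The Euclidean distance over all genes was 19.9 between 3A and 3B and 34.4 between 3A and 3C, and 3C was 20.2 from 1A.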

**Fig. 2:**
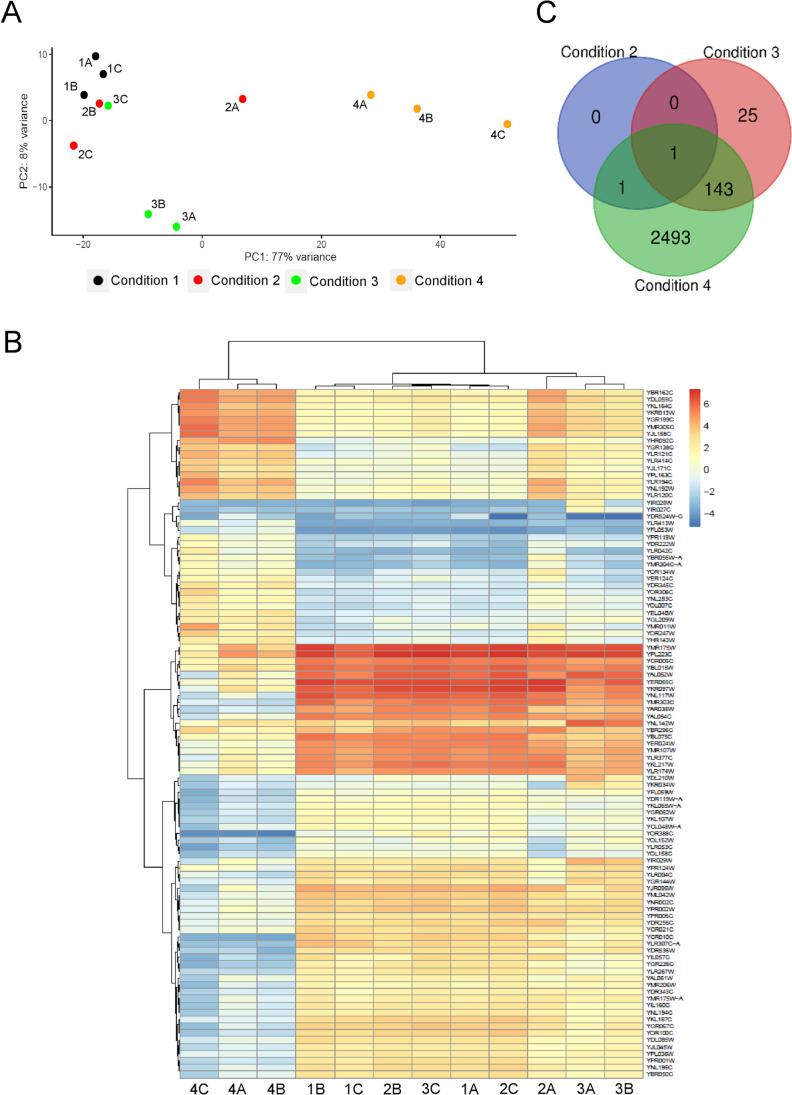
**A** Principal component analysis of the expressed genes across the treatments. **B** Heat map of the 100 most variable genes across all treatments sorted by transcripts per million (TPM). Hierarchical clustering is included for the treatments (horizontal axis) and genes (vertical axis). Colour scaling was applied to the genes (row *Z*-score represented). **C** Venn diagram showing unique and shared differentially expressed genes (DEGs) among the treatments. Condition 1, *S. cerevisiae* BY4741 grown in absence of PeAfpA; condition 2, *S. cerevisiae* BY4741 grown in presence of 1 μg/mL PeAfpA; condition 3, *S. cerevisiae* BY4741 grown in presence of 2 μg/mL PeAfpA; condition 4, *S. cerevisiae* BY4741 grown in presence of 4 μg/mL PeAfpA

The analysis of DEGs over the samples (Supplemental Table S2) identified 2638 genes in samples treated with the highest PeAfpA concentration (condition 4; 4 µg/mL). 

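Between condition 4 and condition 1, 2496 of 5909 genes (42.2%) were DEGs by edgeR's quasi-likelihood test, the smallest adjusted p being 4.06e-06. An unadjusted p under 0.05 was found for 3028 genes, against 295 by chance. The 3 libraries of condition 4 did not overlap with the 3 controls for 3492 genes (59.1%), against 10% by chance, and 2451 of the DEGs were among them. The alternative that raised the number of DEGs most was limma-voom with sample quality weights, with 3477, and DESeq2 fitted over the 12 libraries found 2706, which hold 98.2% of the 2496. Leaving out 4C lowered the number most, to 1491 DEGs, and leaving out 1C gave 1656. In none of these fits did a DEG change its direction.

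**Figure D2:**
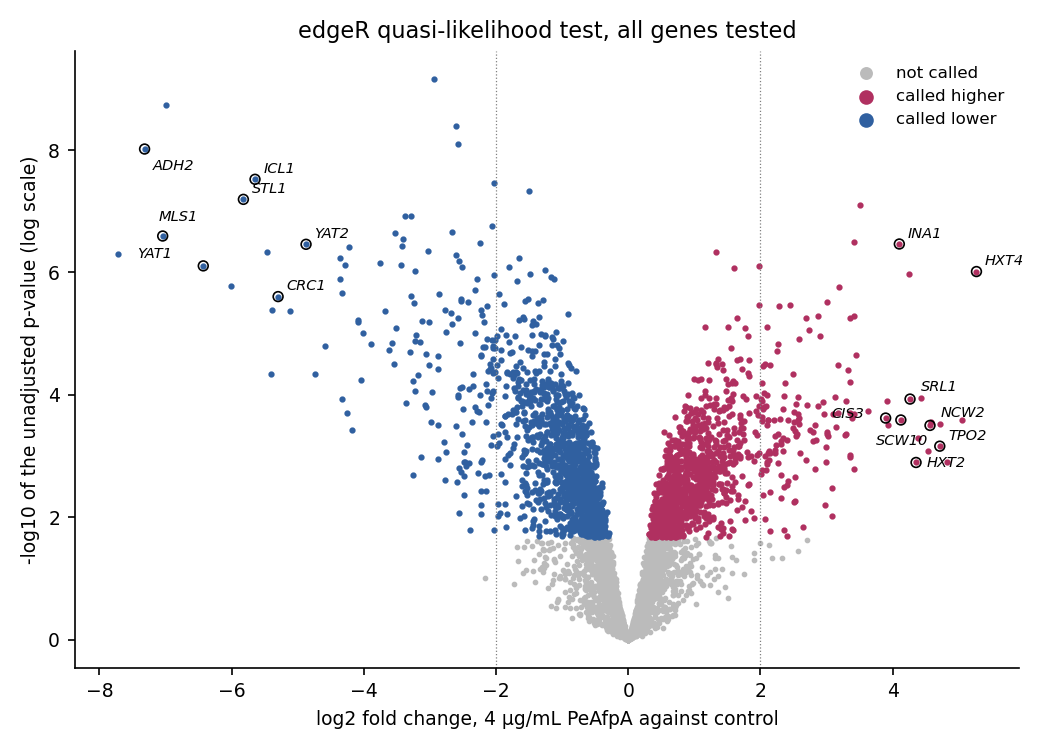
Log2 fold change at 4 µg/mL PeAfpA against control (horizontal axis) and -log10 of the unadjusted p-value (vertical axis) of each of the 5909 genes, with DEGs in colour by direction and dotted lines at log2 fold changes of -2 and 2. The circled genes include HXT4 at 5.27 and ADH2 at -7.32.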

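Of the DEGs of condition 4, 1139 (45.6%) were upregulated and 1357 downregulated, with a median size of 0.91 on the log2 scale. Scaling moved this division. With library size alone, the median log2 fold change of all genes went from -0.04 to -0.24, and 756 DEGs (32.5%) were upregulated and 1570 downregulated. DESeq2 over the 12 libraries gave 1363 upregulated and 1343 downregulated DEGs. In the fits that left out 1 library, the upregulated DEGs numbered from 664 (without 4C) to 1330 (without 2A), and there were 683 without 1C, while the downregulated ones numbered from 827 (without 4C) to 1453 (without 2A).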

From these DEGs, 1330 were upregulated, while 1308 were downregulated. 

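For condition 3, edgeR's quasi-likelihood test over the 12 libraries found 0 DEGs, with a smallest adjusted p of 0.337. At an unadjusted p under 0.05 there were 573 genes, against 295 by chance, and the 3 libraries of condition 3 did not overlap with the controls for 1055 genes (17.9%, against 10% by chance). The number of DEGs depended on the test. Fitted over the 12 libraries, DESeq2 found 34 (23 upregulated, 11 downregulated) and 659 genes at an unadjusted p under 0.05. With only conditions 1 and 3 in the fit, edgeR found 23 DEGs (21 upregulated, 2 downregulated). The test of limma-voom with sample quality weights, which gave 3C a weight of 0.346 and 3A a weight of 2.59, found 1281 (559 upregulated, 722 downregulated). A fit of DESeq2 with only conditions 1 and 3, a setting chosen after seeing the data, found 228 (150 upregulated, 78 downregulated). Without 3C, edgeR found 131 DEGs (53 upregulated, 78 downregulated), and it found 0 without any other library.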

In samples treated with 2 µg/mL (condition 3), much lower number of DEGs (169) were identified, with 131 and 38 being up- and downregulated, respectively. 

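For condition 2, edgeR's quasi-likelihood test over the 12 libraries found 0 DEGs, the smallest adjusted p being 0.489. At an unadjusted p under 0.05 there were 536 genes, against 295 by chance, and the groups did not overlap for 949 genes (16.1%, against 10% by chance). DESeq2 over the 12 libraries found 3 DEGs, HRP1, ROX3 and CYC3 (log2 fold change 0.50, adjusted p = 0.002), with 659 genes at an unadjusted p under 0.05. With its independent filtering, 4926 genes were left without an adjusted p, against 2 without it. Without this filtering there were 4 DEGs, the fourth being YKR041W (log2 fold change 1.72, adjusted p = 0.047). CYC3 and YKR041W are named here after their values were seen. The test of limma-voom with sample quality weights found HRP1 and ROX3, and edgeR with only conditions 1 and 2 in the fit found 0. HRP1 (YOL123W) lies on chromosome XV of the R64 assembly from 87844 to 89448 and encodes an RNA-binding protein. Its normalized count was 2313 ± 492 (SD, n = 3) in condition 1, 5053 ± 1498 in condition 2, 3053 ± 325 in condition 3 and 4016 ± 307 in condition 4 (n = 3 each). In condition 2 its log2 fold change was 1.13 (standard error 0.23), with an adjusted p of 0.49 by edgeR, 0.00036 by DESeq2 and 0.049 by limma-voom. All libraries of condition 2 lay above the controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow).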

At the lowest concentration of PeAfpA tested (condition 2; 1 µg/mL), only 2 upregulated DEGs, *ROX3* and *HRP1*, were found. Venn diagram (Fig. 2C) depicts 144 DEGs shared in conditions 3 and 4, while 25 DEGs are exclusive for condition 3 and 2493 are exclusive for condition 4. 

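By edgeR's quasi-likelihood test over the 12 libraries, conditions 3 and 4 shared 0 DEGs. The shared DEGs in the same direction were 13 by DESeq2 over the 12 libraries, 22 by edgeR with only the 2 groups compared in each fit and 769 by limma-voom with sample quality weights. By DESeq2 with only the 2 groups compared, chosen after seeing the data, there were 154. Both comparisons use the same controls, so a part of their resemblance comes from these libraries. In 20 simulations with condition 3 unchanged from the controls and condition 4 changed as measured, the shared DEGs of this last setting numbered 4.35 on average (0 to 8), and those of edgeR over the 12 libraries 0.15 (0 to 2). Across the 5909 genes, which are not independent replicates, the log2 fold changes of conditions 3 and 4 had a Pearson correlation of 0.439, against 0.14 (0.101 to 0.18) in the simulations, and 65.9% had the same sign, against 55% (53.7 to 56.3). The simulated libraries vary gene by gene, without differences that many genes of a culture share, as seen in 2A. They thus do not show what cultures that differ in this way would give. By DESeq2 with only conditions 1 and 3, another split of these libraries gave 131 DEGs, against 228 for the real split.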

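ROX3 (YBL093C) lies on chromosome II of the R64 assembly from 44256 to 44918. Its normalized counts were 2439, 1641 and 1508 in libraries 1A, 1B and 1C, 7889, 3781 and 3324 in 2A, 2B and 2C, 2978, 2896 and 2850.3 in 3A, 3B and 3C, and 4886, 4534 and 4662 in 4A, 4B and 4C. The means were 1863 ± 503 (SD, n = 3) in condition 1, 4998 ± 2514 in condition 2, 2908 ± 64.7 in condition 3 and 4694 ± 178 in condition 4 (n = 3 each). In each treatment all libraries lay above the controls (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 allow). By edgeR's quasi-likelihood test over the 12 libraries, the log2 fold change was 1.42 (standard error 0.30, adjusted p = 0.49) in condition 2, 0.64 (standard error 0.29, adjusted p = 0.51) in condition 3 and 1.33 (standard error 0.30, adjusted p = 0.0051) in condition 4. Without 2A the log2 fold change in condition 2 was 0.94.

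**Figure D3:**
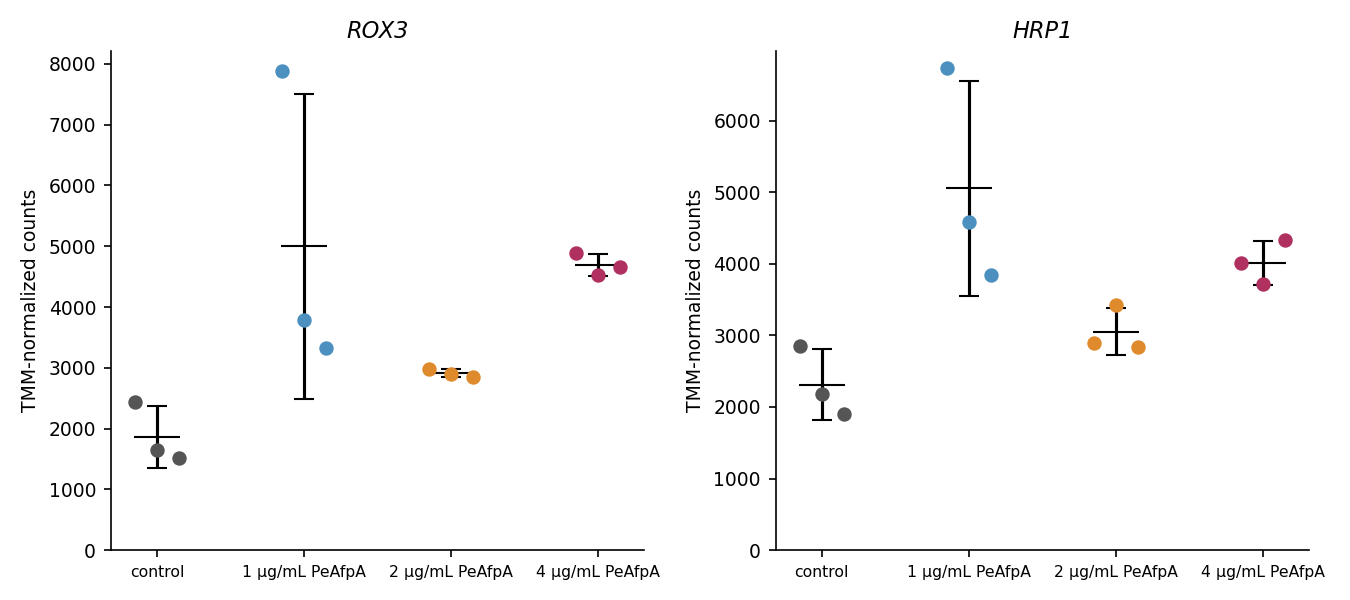
TMM-normalized counts of ROX3 (left) and HRP1 (right) by condition, with 1 point per library and the mean and SD of 3 libraries in black. The ROX3 counts of 3 libraries per treatment, from 2850.3 to 7889, lie above the highest control at 2439.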

Remarkably, *ROX3* that codes for the subunit 19 of the RNA polymerase II mediator complex was upregulated and is the only DEG shared in the three conditions, suggesting a putative role in the mode of action of PeAfpA. 

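By direction, DESeq2 over the 12 libraries called 12 genes upregulated and 1 downregulated in both condition 3 and condition 4, and edgeR with only the 2 groups compared called 21 and 1. With sample quality weights, limma-voom called 357 and 412. DESeq2 with only the 2 groups compared, the setting chosen after seeing the data, called 121 and 33. Without 3C, edgeR over the remaining libraries called 24 upregulated and 42 downregulated in both, and with the 12 libraries it called 0 of either.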

Among the 144 shared DEGs, 112 and 32 were up- and downregulated, respectively.

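Among the downregulated DEGs of condition 4, ordered by log2 fold change, ADH2 was number 2, MLS1 3, YAT1 5, STL1 7, ICL1 8, CRC1 12 and YAT2 14. The normalized count of ADH2 (YMR303C, chromosome XIII, 873291 to 874337 of R64) fell from 23935 ± 8422 (SD, n = 3) in condition 1 to 151 ± 62.5 (n = 3) in condition 4, a log2 fold change of -7.32 (standard error 0.56, adjusted p = 1.1e-05 by edgeR's quasi-likelihood test). MLS1 (YNL117W) went from 37052 ± 7406 to 280.1 ± 257 (log2 fold change -7.04), and ICL1 (YER065C) from 50447 ± 8874 to 1007 ± 436 (-5.65). STL1 (YDR536W) went from a mean of 3784, with 3476 to 4046 in the single libraries, to 67 ± 36.9 (log2 fold change -5.82). The log2 fold changes of YAT1 (YAR035W), YAT2 (YER024W) and CRC1 (YOR100C) were -6.43, -4.87 and -5.30 with standard errors of 0.72, 0.51 and 0.66. Each of the 7 genes was lower in the 3 libraries of condition 4 than in every control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). With 1 library left out, the log2 fold change of MLS1 moved most, from -8.13 (without 4A) to -6.65 (without 4C), and all 7 stayed DEGs. The other genes among the 10 largest falls were ADY2 (-7.73), DPA10 (-7.00), FDH1 (-6.00), ACS1 (-5.47) and RGI2 (-5.40), and the counting could split reads of FDH1 with its near-identical copy FDH2.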

Genes involved in primary metabolic pathways are among the most downregulated genes in condition 4 (Supplemental Table S2), including glucose fermentation (*ADH2*), glyoxylate cycle (*MLS1* and *ICL1*), glycerol transport (*STL1*) and fatty acid β-oxidation (*YAT1*, *YAT2* and *CRC1*). On the other hand, the most upregulated genes were involved in glucose transport (*HXT2* and *HXT4*), CW structure (*CIS3*, *NCW2*, *SCW10* and *SRL1*) and plasma membrane transport (*INA1* and *TPO2*).

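HXT4 (YHR092C, chromosome VIII, 287081 to 288811 of R64) had the largest rise. Its normalized count was 372 ± 114 (SD, n = 3) in condition 1 and 14339 ± 4709 (n = 3) in condition 4, a log2 fold change of 5.27 (standard error 0.60, adjusted p = 0.00014 by edgeR's quasi-likelihood test). HXT2 (YMR011W) rose from 282 ± 279.5 to 5776 ± 6128 (log2 fold change 4.35, standard error 1.1, adjusted p = 0.0075). Its spread within both groups was as large as the means, and its log2 fold change was 3.03 without 4C and 5.58 without 1A. For the cell wall genes the log2 fold changes were 3.90 for CIS3 (YJL158C), 4.57 for NCW2 (YLR194C), 4.12 for SCW10 (YMR305C) and 4.26 for SRL1 (YOR247W), with standard errors of 0.77, 0.93, 0.82 and 0.78 and adjusted p-values from 0.002 to 0.0034. INA1 (YLR413W) rose from 24.4 ± 2.8 to 421 ± 189 (log2 fold change 4.10), and TPO2 (YGR138C) from 200.5 ± 89.6 to 5269 ± 957 (4.71). The 8 genes were at ranks 1 (HXT4) to 18 (CIS3) among the upregulated DEGs, and each was higher in every library of condition 4 than in every control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Library 2A of condition 2 had normalized counts above those of 4A for CIS3 (10628 against 9951) and NCW2 (11422 against 6897). The same held for SCW10 (12154 against 11255), TPO2 (5077 against 4354) and HXT2 (2784 against 1346). HXT4, SRL1 and INA1 were lower in 2A than in every library of condition 4. In 2B and 2C each of the 8 genes was lower than in condition 4. The other genes among the 10 largest rises include NFG1 (4.72, and 3.50 without 4C), MNC1 (4.54), YPS3 (4.43) and YMR304C-A (4.39). As YMR304C-A has no position in the reference annotation, reads shared with an overlapping gene could not be checked for it. The remaining ones, YMR001C-A, YGR146C-A and MIN10, had 0 to 2 counts in each control library and 13 to 30 in each library of condition 4, too few for a fold change.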

### Enrichment analysis of GO and KEGG pathways

The transcriptional responses to PeAfpA were further analysed by functional enrichment analysis of GO (Gene Ontology) terms and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways among the DEGs of condition 4, as shown in Figs. 3 and 4. 

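The GO and KEGG terms were replaced by 15 lists of gene symbols. Each list was compared with the genes called up- or downregulated in condition 4 by a one-sided Fisher's exact test against the 5909 genes, of which 19.3% were upregulated and 23% downregulated DEGs, with Benjamini-Hochberg adjustment and a threshold of 0.01. Of the 15 lists, 7 were enriched among the upregulated and 5 among the downregulated DEGs. The set test fry, which takes the correlation between genes from the libraries, called 5 of these 7 (all but cytosolic ribosomal proteins and cyclins) and the same 5 downregulated lists. The test camera, with its preset correlation, called 6 of the 7 (all but cyclins), ribosome biogenesis factors as a further upregulated list, and the same 5 downregulated ones. With 1 library left out, the fewest upregulated lists were 5, without 4C. GO terms taken from the reference annotation, an addition made after seeing the data, gave 31 upregulated and 11 downregulated terms out of 579 with 10 to 2000 genes. Only terms in the experiment notes of that annotation were read, without adding genes to broader parent terms. A term here can therefore hold fewer genes than the GO term of the same name in the paper. Of the 5909 genes used as background, 5183 carried such a term.

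**Figure D4:**
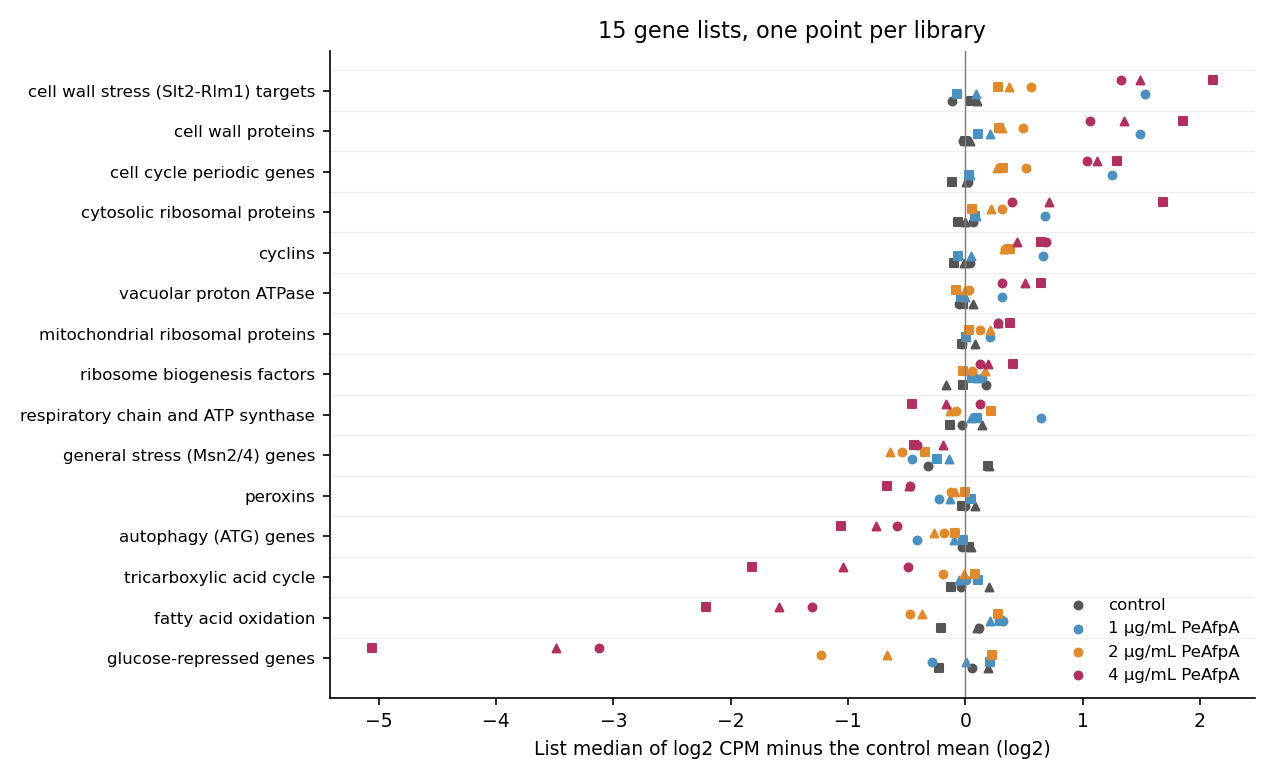
Median over each of the 15 gene lists of log2 CPM minus the control mean (horizontal axis), with 1 point per library coloured by PeAfpA concentration and replicates 1, 2 and 3 as circle, triangle and square. Glucose-repressed genes in condition 4 lie from -5.06 to -3.12 and cytosolic ribosomal proteins from 0.40 to 1.69.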

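Of 137 genes for cytosolic ribosomal proteins, 123 (89.8%) were upregulated DEGs in condition 4 and 0 were downregulated (Fisher's exact test, adjusted p = 4.3e-72). Their median log2 fold change was 1.04, and 0.79 when only library size was used for scaling. The median differed between replicates, at 0.40 in 4A, 0.71 in 4B and 1.69 in 4C, and fry gave an adjusted p of 0.02. Most of these genes have a paralogue with which the counting could split reads. How alike these copies are was not measured. The 19 genes without a paralogue were all upregulated, with a median of 1.19. Of 133 ribosome biogenesis factors, 26 (19.5%) were upregulated (adjusted p = 1). Their median was 0.21, which went to 0 with library size alone, and camera gave an adjusted p of 3.4e-05 and fry one of 0.072. Of 67 mitochondrial ribosomal protein genes, 32 were upregulated (adjusted p = 4.6e-07, median 0.33), but the list was not enriched without 1A, 4A or 4C. Without 1A, ribosome biogenesis factors were enriched. Among GO terms of the reference annotation, 87 of 106 genes of cytoplasmic translation were upregulated (adjusted p = 2.5e-42).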

The enrichment analysis showed that the most significant upregulated GO terms (Fig. 3) were pathways related to translation, nitrogen compound metabolic process and ribosome biogenesis within the biological process category. 

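In the list of 59 cell wall protein genes, 35 were upregulated DEGs in condition 4 and 9 were downregulated (Fisher's exact test for the upregulated genes, adjusted p = 8.6e-11), with a median log2 fold change of 1.38 and quartiles of -0.15 and 2.92. The list median was 1.06 in 4A, 1.35 in 4B and 1.86 in 4C, against -0.02 to 0.04 in the controls. In condition 2 it was 1.49 in 2A, above 4A and 4B, and 0.21 in 2B and 0.11 in 2C. Fungal-type cell wall, a GO term of the reference annotation, had 45 upregulated genes of 75 (adjusted p = 1.4e-12), and structural constituent of ribosome had 137 of 192 (adjusted p = 2e-54).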

Besides, ribosome, CW and endoplasmic reticulum were the most enriched terms in cellular component. 

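Of 18 cyclin genes, 9 were upregulated DEGs in condition 4 and 4 were downregulated (Fisher's exact test for the upregulated genes, adjusted p = 0.0081), and the list passed the threshold of 0.01 neither by fry (adjusted p = 0.014) nor by camera (0.021). Of 14 genes for the vacuolar proton ATPase, 8 were upregulated (adjusted p = 0.005, median log2 fold change 0.50). This last list was no longer enriched without 1A, 1C, 4B or 4C. Protein N-linked glycosylation, a GO term of the reference annotation, had 15 upregulated genes of 30 (adjusted p = 0.0046).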

Cell cycle, translation regulation, glycosylation and ATPase-coupled ion transmembrane transport were the upregulated terms in the category of molecular function. 

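Of 45 genes with periodic expression in the cell cycle, 36 (80.0%) were upregulated DEGs in condition 4 (Fisher's exact test, adjusted p = 2.5e-17), with a median log2 fold change of 1.23. Their list median was 1.04, 1.12 and 1.29 in 4A, 4B and 4C, and 1.25 in 2A. Of 19 targets of the MAPK Slt2 and the transcription factor Rlm1 in cell wall stress, 17 (89.5%) were upregulated (adjusted p = 4.4e-10, median 1.66). Their list median was 1.33, 1.49 and 2.11 in 4A, 4B and 4C, and 1.53 in 2A. The cell cycle may raise most of these targets. Of the 5 that are not periodic, 3 were upregulated by edgeR, and KDX1 (0.15, adjusted p = 0.39) and CWP1 (0.85, adjusted p = 0.15) were not called. The GO term mitotic cell cycle had 13 upregulated genes of 24 (adjusted p = 0.0046, and 0.018 with the calls of DESeq2 over the 12 libraries).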

Finally, the clearest picture arose from the analysis of the upregulated KEGG pathways, which confirmed ribosome, MAPK signalling, cell cycle and phagosome pathways as the most significant in this analysis (Fig. 3).

**Fig. 3:**
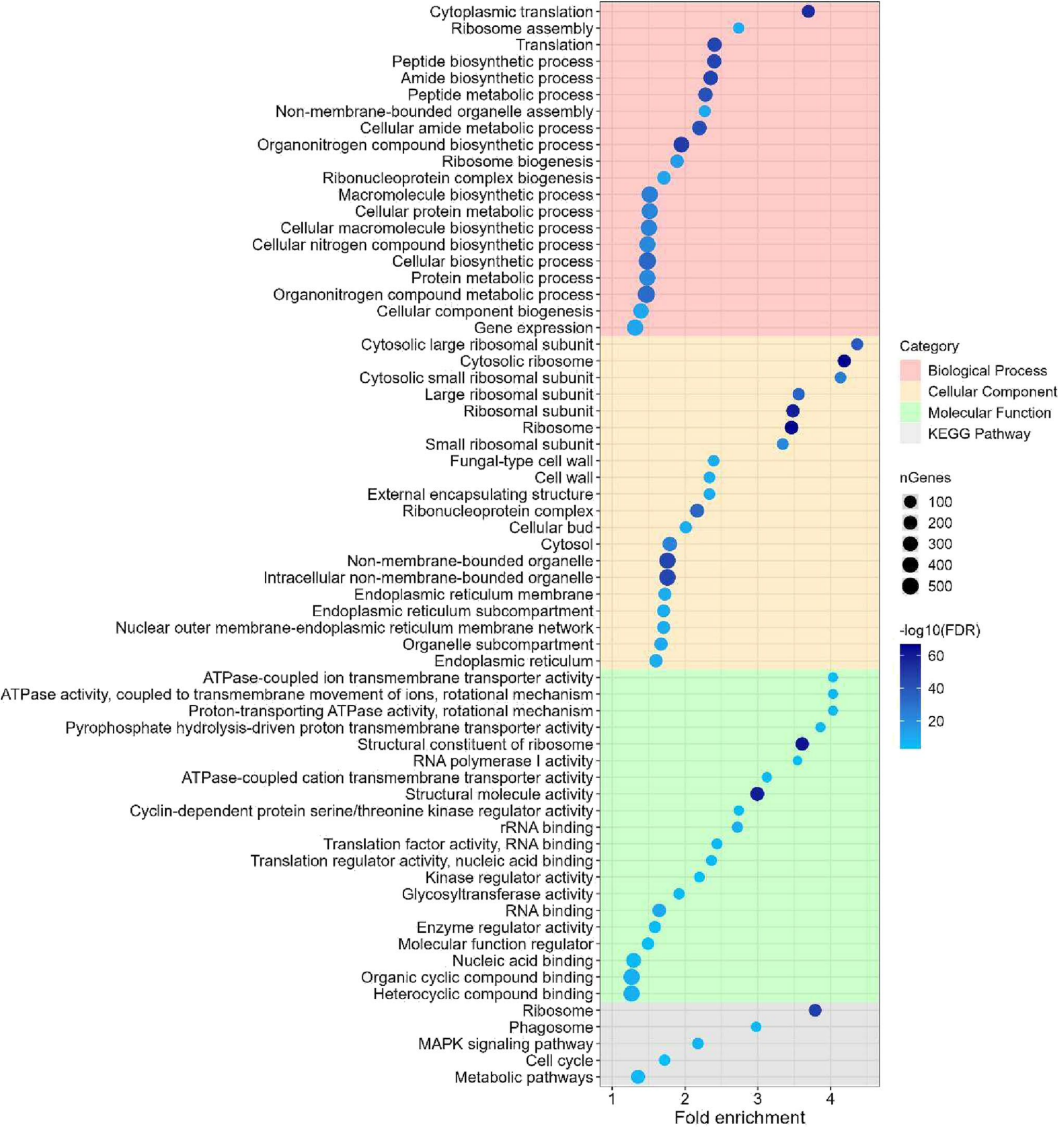
GO enrichment and KEGG pathways analysis for the upregulated differentially expressed genes (DEGs) of condition 4 (*S. cerevisiae* BY4741 grown in presence of 4 μg/mL PeAfpA). The chart shows the top 20 GO terms from each category that were significantly enriched (false discovery rate (FDR) < 0.01). Within each category, GO terms or KEGG pathways are sorted in decreasing order according to their fold enrichment value. Dot size correlates with the number of genes identified inside each pathway. Dot colour indicates relative significance by correlating with –log10(FDR)

**Fig. 4:**
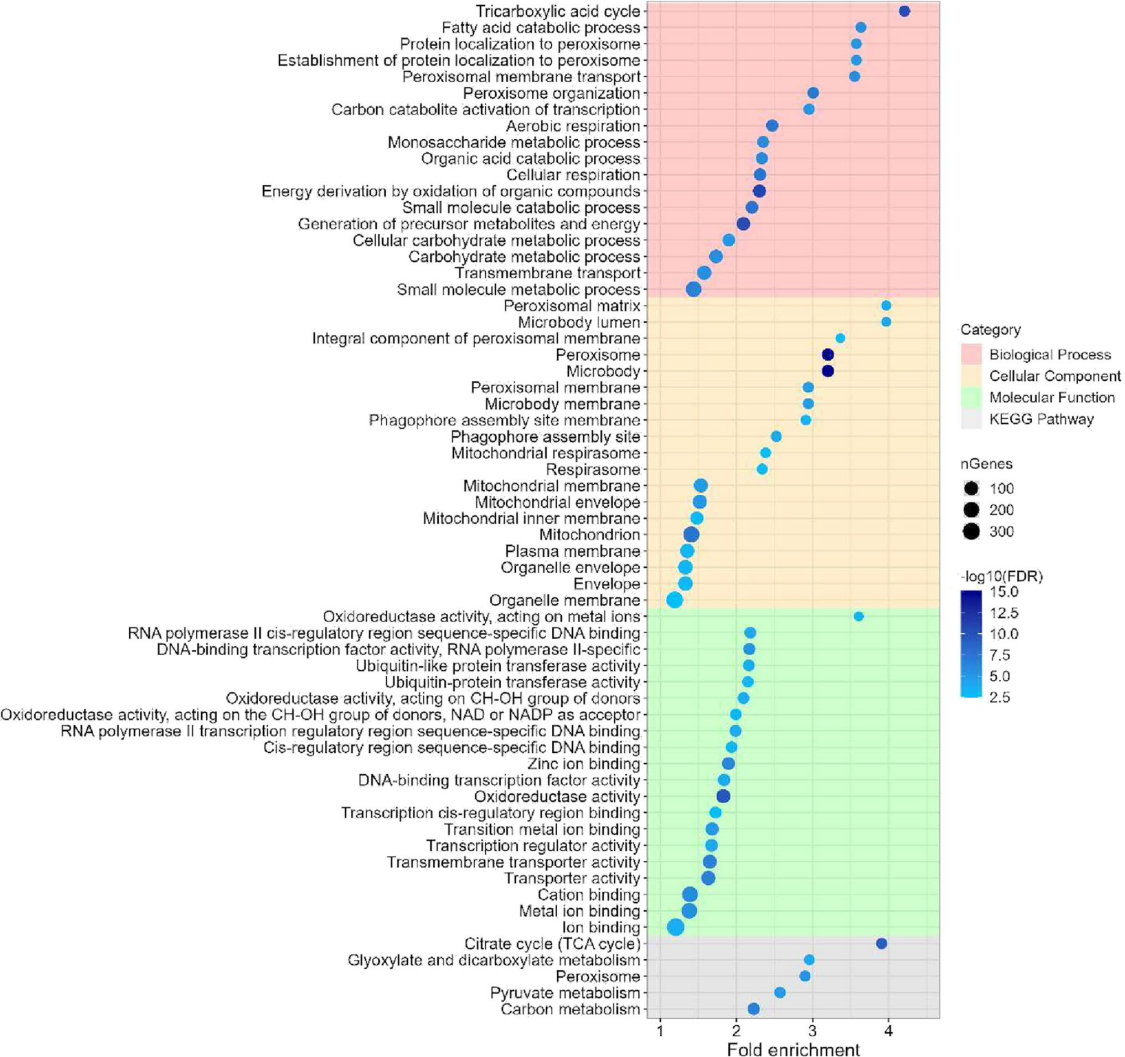
GO enrichment and KEGG pathways analysis for the downregulated differentially expressed genes (DEGs) of condition 4 (*S. cerevisiae* BY4741 grown in presence of 4 μg/mL PeAfpA). The chart shows the top 20 GO terms from each category that were significantly enriched (false discovery rate (FDR) < 0.01). Within each category, GO terms or KEGG pathways are sorted in decreasing order according to their fold enrichment value. Dot size correlates with the number of genes identified inside each pathway. Dot colour indicates relative significance by correlating with –log10(FDR)

Figure 4 shows the most significant GO terms and pathways among the downregulated genes in condition 4. 

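Glucose-repressed genes had the lowest median of the 15 lists in condition 4, with a log2 fold change of -3.89, and 23 of 27 were downregulated DEGs while 3 were upregulated (Fisher's exact test for the downregulated genes, adjusted p = 8.6e-11). Their list median was -3.12 in 4A, -3.49 in 4B and -5.06 in 4C, against -0.22 to 0.19 in the controls. Of 17 genes of the tricarboxylic acid cycle, 13 were downregulated (adjusted p = 1.3e-05, median -0.94), and without 1B this list was no longer enriched. In fatty acid oxidation 14 of 18 genes were downregulated (adjusted p = 4.2e-06, median -1.70), and of 29 peroxin genes 19 were (adjusted p = 4.2e-06, median -0.52). Peroxisome, a GO term of the reference annotation, had 42 downregulated genes of 99 (adjusted p = 0.00073).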

Downregulated genes pointed to a repression of specific biological processes, like primary metabolism, peroxisomal function and transmembrane transport. 

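Of 37 autophagy (ATG) genes, 26 were downregulated DEGs in condition 4 and 2 were upregulated (Fisher's exact test for the downregulated genes, adjusted p = 5.8e-09, median log2 fold change -0.73). The GO term phagophore assembly site had 19 downregulated genes of 33 (adjusted p = 0.00092), and mitochondrion had 294 of 1047 (28.1%, adjusted p = 0.00073). Respiratory chain and ATP synthase genes were not enriched, with 5 of 32 downregulated (adjusted p = 1, median -0.13). Nor were the general stress genes, with 10 of 24 downregulated (adjusted p = 0.073, median -0.33), which were enriched without 1A. Both medians were negative under each scaling.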

Phagophore, mitochondria and plasma membrane were the downregulated GO terms of the cellular component category, while RNA polymerase II, transcription regulation, oxidoreductase activity and metal ion binding were the most significant GO terms of the molecular function category (Fig. 4).

Finally, we also conducted the functional enrichment analysis of GO terms and KEGG pathways for the subset of upregulated DEGs shared in conditions 3 and 4 (Fig. 5), which indicated GO terms related to CW organization and cell cycle in biological process category. 

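Since edgeR over the 12 libraries shared 0 DEGs between conditions 3 and 4, no list was tested with it. Of the 12 genes that DESeq2 over the 12 libraries called upregulated in both, 2 were among the 45 periodic genes (Fisher's exact test, adjusted p = 0.053), and none of the 15 lists passed 0.01. With the 121 genes of DESeq2 fitted to only the 2 groups compared, the setting chosen after seeing the data, 21 of 59 cell wall protein genes were upregulated in both conditions (adjusted p = 2.4e-20), as were 12 of 45 periodic genes (adjusted p = 3.8e-10) and 5 of 19 targets of Slt2 and Rlm1 (adjusted p = 0.00011).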

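Among the same 121 genes, GO terms of the reference annotation past an adjusted p of 0.01 numbered 13 (Fisher's exact test). They include fungal-type cell wall, with 21 genes of 75 (adjusted p = 2.8e-16), plasma membrane, with 23 of 363 (adjusted p = 0.00013), and cell periphery, with 19 of 257 (adjusted p = 0.00013). Structural constituent of cell wall had 4 genes of 11 (adjusted p = 0.0032), and the regulators of cyclin-dependent kinases had 5 of 22 (adjusted p = 0.0035). Extracellular region, with 5 of 31, did not pass (adjusted p = 0.015).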

Plasma membrane, CW, extracellular region and cell periphery were the GO terms in cellular components, while molecular function terms were structural components of CW, kinase regulator activity and hydrolase activity. Notably, cell cycle was the only significant upregulated KEGG pathway. 

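Of the 18 cyclin genes, 5 were among these 121 genes upregulated in both conditions (Fisher's exact test, adjusted p = 0.00011). The cyclin list had medians of 0.34, 0.33 and 0.38 in 3A, 3B and 3C relative to the control mean, and of 0.69, 0.44 and 0.65 in 4A, 4B and 4C. By fry the list did not pass the threshold in condition 3 (adjusted p = 0.28), while camera, with its preset correlation, called it upregulated (adjusted p = 0.00017).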

No significant GO terms or KEGG pathways were obtained for the downregulated shared DEGs in conditions 3 and 4.

**Fig. 5:**
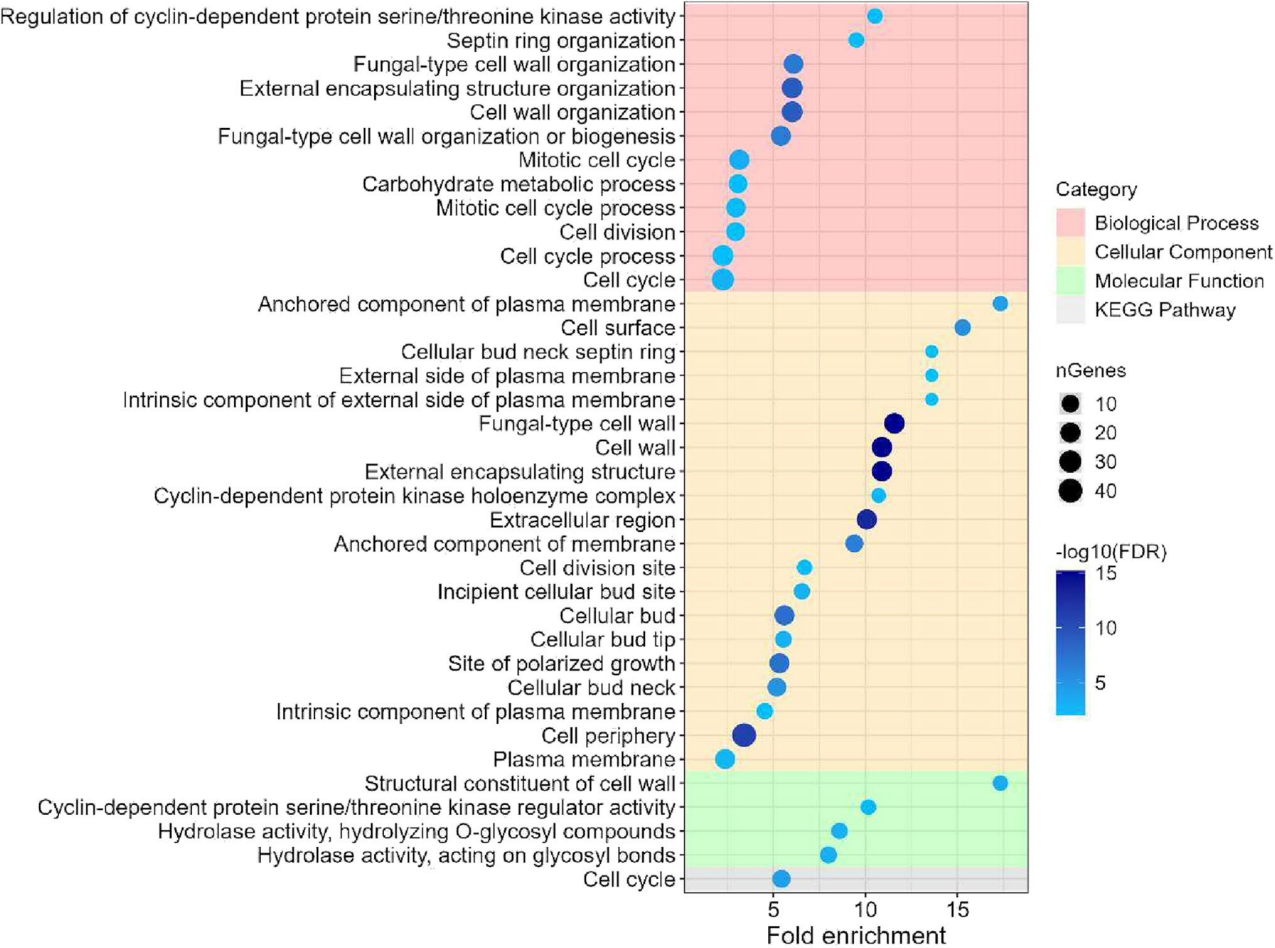
GO enrichment and KEGG pathways analysis for the upregulated differentially expressed genes (DEGs) which are shared between conditions 3 (*S. cerevisiae* BY4741 grown in presence of 2 μg/mL PeAfpA) and 4 (*S. cerevisiae* BY4741 grown in presence of 4 μg/mL PeAfpA). The chart shows the top 20 GO terms from each category that were significantly enriched (false discovery rate (FDR) < 0.01). Within each category, GO terms or KEGG pathways are sorted in decreasing order according to their fold enrichment value. Dot size correlates with the number of genes identified inside each pathway. Dot colour indicates relative significance by correlating with –log10(FDR)

### PeAfpA susceptibility of selected deletion mutants

Once studied the transcriptional response of *S. cerevisiae* to PeAfpA, the next step was the selection of deletion mutants in relevant genes involved in the response to PeAfpA. One hundred and two deletion mutant strains (Supplemental Table S1) were selected based on different criteria. First, from the list of the most upregulated and downregulated genes in condition 4 (log2FoldChange <  − 2 or > 2; Supplemental Table S2), we selected groups of genes involved in the categories obtained from the functional enrichment analysis of GO terms and KEGG pathways (Figs. 3, 4 and 5). This set of strains mainly included mutants affected in CW integrity, MAPK signalling, cell cycle progression, ribosome biogenesis and other relevant biological processes. 

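Of the DEGs of condition 4 by edgeR, 305 had a log2 fold change beyond this criterion, 143 of them over 2 and 162 under -2. With each library left out in turn this number ranged from 220 (without 4C) to 362 (without 4A).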

Despite not meeting the log2FoldChange criterion, we also included *ROX3*, since it is the only DEG shared in all PeAfpA treatments.

Since our previous results suggest that mannoproteins and phospholipids are potential interactors of PeAfpA (Giner-Llorca et al. 2023), deletion mutants in genes involved in phospholipid biosynthesis and protein glycosylation were also selected. Finally, and based in previous works about the mode of action of antifungal synthetic peptides, AFPs and antifungal defensins, the selected strain collection also contained mutants affected in calcium signalling, polyamine and amino acid transport, chitin biosynthesis, arginine biosynthesis, stress response and endocytosis (Bleackley et al. 2014; Carmona et al. 2012; Gandía et al. 2019a; Harries et al. 2013; López-García et al. 2010; Ouedraogo et al. 2011). We finally expanded our selection by adding several genes involved in these processes that did not meet our Log2FoldChange threshold.

*S. cerevisiae* BY4741 parental and the mutant strains were grown in YPD in the presence of 32 µg/mL of PeAfpA, and growth was compared (Fig. 6). Note that this concentration roughly corresponds to the IC_50_ value for *S. cerevisiae* BY4741 (Fig. 1) and, therefore, a relative growth percentage of 100% in the mutants corresponds to the same level of inhibition as that found for the parental strain. Most of the strains, 67 out of 102 (66%), did not show significant change in PeAfpA susceptibility, whereas 8 out of 102 (8%) were significantly more tolerant to PeAfpA, and 27 out of 102 (26%) were significantly more susceptible (Fig. 6). The set of tolerant strains included mutants of genes involved in MAPK signalling pathway (*slt2*Δ and *mkk2*Δ), cell cycle regulation (*clb1*Δ and *pka1*Δ), vesicle trafficking (*tvp18*Δ, *end3*Δ and *ymr1*Δ) and glucose transport (*hxt4*Δ). *slt2*Δ was the most tolerant strain to PeAfpA. Regarding the group of susceptible strains, six of them were mutants in genes related to phospholipid biosynthesis (*elo3*Δ, *per1*Δ, *pdr16*Δ, *fab1*Δ, *sac1*Δ and *vps34*Δ). Two of these mutants, *vps34*Δ and *sac1*Δ, were by far the two most susceptible strains of our study. Other strains of this group included mutants affected in MAPK signalling pathway (*hog1*Δ, *prr1*Δ*, kss1*Δ*, pkc1*Δ and *kdx1*Δ), protein mannosylation and CW biogenesis (*pmt2*Δ, *dfg5*Δ), CW integrity (*fks1*Δ, *flc2*Δ, *flo11*Δ, *pun1*Δ, *skn7*Δ and *ssd1*Δ), plasma membrane transport (*agp2*Δ, *bap3*Δ and *qdr2*Δ), glycosylation (*eos1*Δ), glucose uptake (*ecm33*Δ) and proteolysis (*yps1*Δ). Deletion of *ROX3*, the only DEG in all the conditions tested in the transcriptomic study, rendered an *S. cerevisiae* mutant more sensitive to PeAfpA. Similar results were obtained with the deletion of *ADH2*, the most downregulated DEG in the condition 4.

**Fig. 6:**
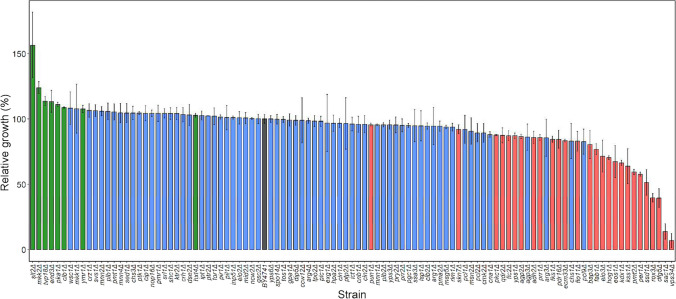
Antifungal activity of PeAfpA at 32 µg/mL against *S. cerevisiae* BY4741 and 102 deletion mutant strains. Bars show means and standard deviation of triplicate values. Bar corresponding to the parental strain BY4741 is coloured in grey. Mutant strains have been classified in three groups: significantly sensitive (red), significantly tolerant (green) and not significant (blue). Statistical significance was assessed by *t*-test between each mutant and its corresponding wild type data (*p*-value < 0.05)

Mutant strains whose relative growth was below 50% (*vps34*Δ, *sac1*Δ, *dfg5*Δ and *rox3*Δ) or above 150% (*slt2Δ*) (Fig. 6) were selected for studying PeAfpA interaction by confocal microscopy.

### PeAfpA interacts with the cell surface and internalizes into the cytoplasm

To investigate the mechanism underlying the antifungal activity of PeAfpA against *S. cerevisiae*, we labelled the protein with the green fluorescent dye BODIPY at its carboxyl groups. First, we treated *S. cerevisiae* BY4741 with BODIPY-PeAfpA at a sub-inhibitory protein concentration of 8 μg/mL and monitored the interaction at different times using confocal fluorescence microscopy (Fig. 7A). Images were captured at 10, 30, 60 and 90 min after exposition to PeAfpA. We also used on the same cells fluorescent CFW to label CW and evaluate cellular integrity and PI labelling to determine cellular death. At 10 min, most of the cells were labelled with the protein, which localized both at the cell surface and in the cytosol, including dense accumulation zones in the latter. The appearance and pattern of protein distribution did not change after 30, 60 or 90 min (data not shown), and therefore Fig. 7A shows pictures corresponding to 10 and 60 min after PeAfpA treatment.

**Fig. 7:**
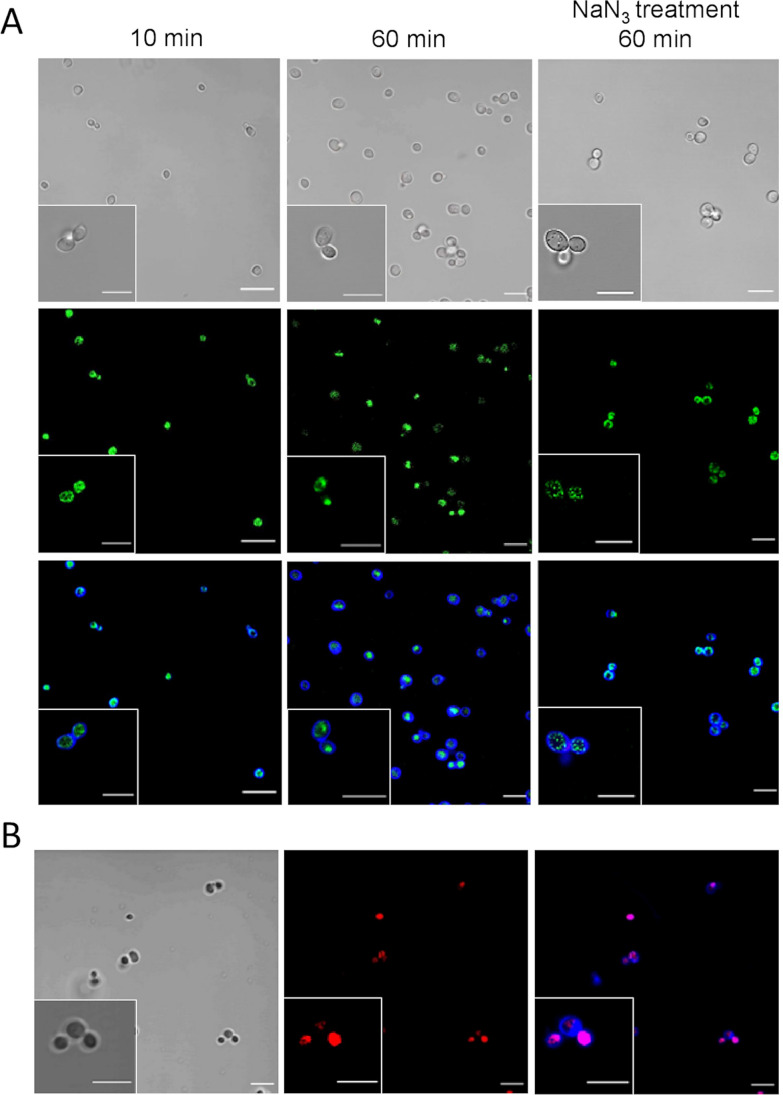
PeAfpA interaction with *S. cerevisiae* cells. **A** Representative confocal laser microscopy images of *S. cerevisiae* cells incubated with 8 µg/mL of BODIPY-PeAfpA. Cells were incubated for the indicated periods of time with BODIPY-PeAfpA (left and middle images) or pre-treated with NaN_3_ (10 mM, 15 min) and then incubated 60 min with BODIPY-PeAfpA (right images) and stained with calcofluor white (CFW; 25 μM) or the cell death marker propidium iodide (PI; 2 μM). Upper panels are bright-field images; middle panels are fluorescent images (BODIPY); lower panels are fluorescent merged images (BODIPY, CFW, PI). No PI signal was observed; in the merged images, the red channel for picture processing was included. Bars correspond to 10 μm. **B** Representative confocal laser microscopy images of *S. cerevisiae* cells incubated with 10-μM melittin and stained with PI or CFW. Left panel corresponds to bright field; middle panel corresponds to PI fluorescent images; right panel corresponds to fluorescent merged images (PI and CFW). Bars correspond to 10 μm

CFW staining indicated that the cell apparently maintained its shape, suggesting that PeAfpA does not damage the CW structures when enters the cell (Fig. 7A). Careful comparison of the images at 10 and 60 min indicates that the protein labelling that colocalized with CFW labelling at 10 min was excluded from the CW at 60 min (compare the insets) and therefore that the protein had completely entered the cell at later time points. Remarkably, there was not visible PI fluorescence, suggesting that PeAfpA accumulation inside the cell does not cause an immediate toxicity or cellular death. As positive control for PI staining, we treated yeast cells with melittin, a venom from honeybee that causes toxicity and death (Fig. 7B) (López-García et al. 2010).

To investigate whether PeAfpA enters the cells actively or passively, we pre-incubated *S. cerevisiae* cells with NaN_3_, an inhibitor of ATPase activity. After 60 min of BODIPY-PeAfpA exposure following NaN_3_ treatment, the protein penetrated the cells although labelling was less intense than in the control. This behaviour suggests that PeAfpA enters the cell not only by a mechanism of active internalization but also by energy-independent passive diffusion. In addition, we observed that the distribution of PeAfpA accumulation changed with NaN_3_ treatment, suggesting a link between active transport and compartmentalization. In general, the number of protein-stained foci inside the cell increased with NaN_3_ treatment while their size decreased, and the staining of the cytosol was less intense or even disappeared in cells showing this pattern. Therefore, PeAfpA is internalized by *S. cerevisiae* at sublethal not-killing concentration, and this internalization is not dependent of ATP, although the inhibition of ATP biosynthesis alters the pattern of intracellular distribution of the protein.

### The interaction of PeAfpA is altered in mutants with different susceptibility

Next, we studied the dynamic of PeAfpA internalization in the yeast mutants previously selected as susceptible (*rox3*Δ, *dfg5*Δ, *sac1*Δ and *vps34*Δ) or tolerant (*slt2*Δ) to the protein (Fig. 8A). As shown in Fig. 8B, in *dfg5*Δ, *rox3*Δ and *sac1*Δ, BODIPY-PeAfpA localized inside the cells at 60 min. In these mutants, the protein accumulated abundantly inside the cell and apparently even at a higher amount than in BY4741. Remarkably, the intracellular accumulation did not cause cell death since red PI staining was not observed in these strains (Fig. 8B). Regarding *vps34*Δ, the mutant most susceptible to PeAfpA (Figs. 6 and 8A), fluorescence was detected in a very low percentage of cells and both at the surface and inside the cell, suggesting a lower interaction. Of note, *vps34*Δ was the only strain where PI staining could be detected in protein-labelled cells, in accordance with its highest susceptibility to PeAfpA. Finally, we investigated the uptake of BODIPY-PeAfpA in the tolerant *slt2*Δ. As shown in Fig. 8B, the fluorescent signal of BODIPY-PeAfpA was very faint, in agreement with the tolerance of *slt2*Δ to PeAfpA.

**Fig. 8:**
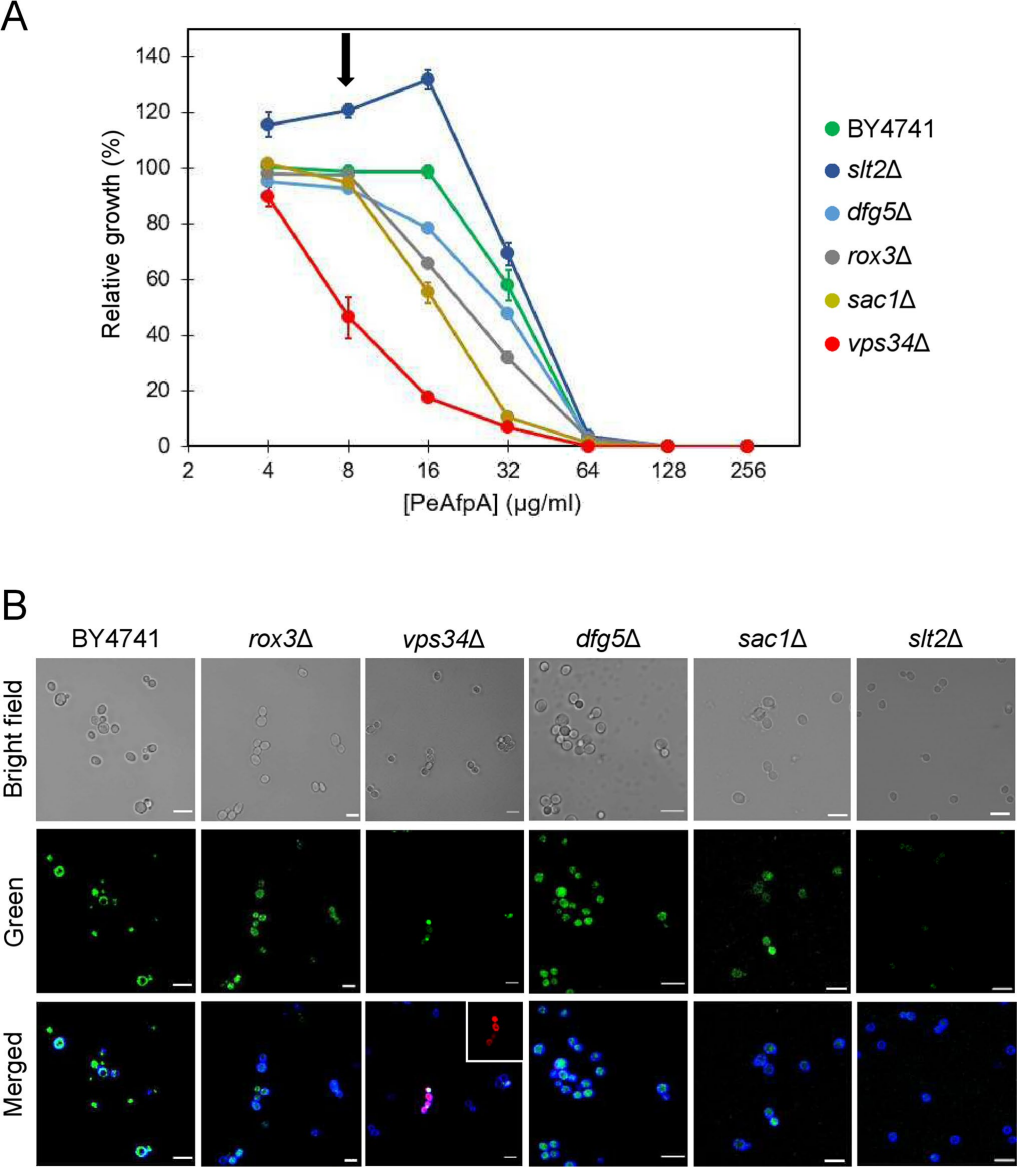
Effect of PeAfpA on *S. cerevisiae* cells. **A** Dose–response curves of PeAfpA against *S. cerevisiae* BY4741 and the selected mutant strains for microscopy analysis. Error bars show standard deviation of three technical replicates. Arrow indicates the protein concentration used in microscopy assays. **B** Representative confocal laser microscopy images of *S. cerevisiae* parental and mutant cells incubated with 8 µg/mL of BODIPY-PeAfpA for 60 min and stained with calcofluor white (CFW; 25 μM) or the cell death marker propidium iodide (PI; 2 μM). Bright field, fluorescent BODIPY (green) and merged (BODIPY, CFW and PI) images are shown. Insert in *vps34*Δ cells corresponds to fluorescent PI images. Bars correspond to 10 μm

## Discussion

Current knowledge about the killing mechanism of AFPs is not yet fully established, and mechanistic studies have shown multiple cellular targets and complex modes of action. In this study, we report the biological effects of PeAfpA on *S. cerevisiae* coupling transcriptional profiling with the screening of the *S. cerevisiae* genomic deletion collection for mutants with altered PeAfpA sensitivity. Data provide new insights about both the mode of action of PeAfpA and the fungus defence mechanism against the protein. Additional studies by confocal microscopy assays revealed the interaction of PeAfpA with the CW and its internalization into the cytoplasm of yeast cells and confirmed the altered sensitivity to PeAfpA of selected yeast mutants.

Due to the complex mechanism of action of AFPs, omics studies can provide clues about the different targets. However, few omics studies about the effect of AFPs on target fungi are available. Proteomic studies revealed the effect of *P. chrysogenum* PgAFP on the proteome of the mycotoxigenic fungi *Aspergillus flavus* (Delgado et al. 2015) and *P. expansum* (Delgado et al. 2022). In *A. flavus*, PgAFP provoked metabolic changes related to reduced energy metabolism, CW integrity alteration and increased stress response due to higher levels of ROS (Delgado et al. 2015). Proteomic changes in *P. expansum* were mainly related to proteins involved in mycotoxin biosynthesis as well as proteins involved in pathogenicity and virulence and proteins associated with oxidative stress (Delgado et al. 2022). A transcriptome meta-analysis of the AnAFP-producer *Aspergillus niger* predicted functions for AnAFP beyond its antifungal activity, including a role during slow growth, allorecognition, asexual development and nutrient recycling of *A. niger* and an interaction with the autophagic machinery (Paege et al. 2016). Recently, we performed a transcriptomic study to characterize the functional role of PdAfpB and its interaction with *P. digitatum* (Ropero-Pérez et al. 2023). Transcriptomic data suggested a multifaceted role for PdAfpB and showed that the acetoin biosynthetic pathway contributes to PdAfpB antifungal activity and that an extracellular tandem repeat peptide modulates PdAfpB activity. Moreover, data showed that PdAfpB represses toxin-encoding genes and indicated a link to apoptotic processes (Ropero-Pérez et al. 2023).

The first step in the mode of action of antifungal peptides and AFPs is the physical interaction with the outer structures that surround microbial cells. In general, their cationic nature allows an electrostatic attraction to the negatively charged microbial envelopes, where specific components situated in the CW and/or the plasma membrane of target fungi aid the interaction (Marcos et al. 2008; Muñoz et al. 2013). Some AFPs act through non-lytic mechanisms, and they are able to internalize in a nondisruptive manner by direct translocation/diffusion or endocytosis (Hegedüs and Marx 2013; Marcos et al. 2008). Here, we show that PeAfpA interacts first with the yeast CW and that both energy-dependent and independent mechanisms are involved in the subsequent internalization dynamics of PeAfpA, since cells treated with the ATP production inhibitor NaN_3_ were still able to internalize the protein although to a minor extent and with the protein distribution affected. Supporting a partial contribution of energy-dependent internalization is the *end3*Δ strain, which is defective in the internalization step of endocytosis and shows increased tolerance to PeAfpA. In addition, End3 is involved in the organization of the actin cytoskeleton required for proper compartmentalization and for the correct distribution of chitin at the cell surface (Bénédetti et al. 1994). Other example of both energy-dependent and independent mechanisms of internalization is the plant defensin MtDef4 acting on *Fusarium graminearum* (El-Mounadi et al. 2016). In the case of the synthetic hexapeptide PAF26 on *Neurospora crassa*, the internalization mechanism depends on concentration since it is energy-dependent at low concentrations while involves passive PAF26 translocation at high fungicidal concentrations (Muñoz et al. 2013; Muñoz and Read 2012). Energy-dependent internalization has been the only internalization mechanism described for PdAfpB, PAF and PAFB proteins (Bugeda et al. 2020; Huber et al. 2018; Oberparleiter et al. 2003), and for the antifungal plant defensin MtDef4 on *N. crassa* (El-Mounadi et al. 2016), this latter suggests differences in the internalization depending on the target fungus.

To provide additional information on the internalization mechanism, we focused on putative transporters that arose in our study. For instance, Agp2 is a plasma membrane protein of the *S. cerevisiae* transporter family that regulates the transport of polyamines and other molecules, many of which carry a positive charge (Aouida et al. 2013). *AGP2* showed an impressive repression at 4 µg/mL of PeAfpA. 

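AGP2 (YBR132C) lies on chromosome II of the R64 assembly from 499652 to 501442. Its normalized count was 1179 ± 221 (SD, n = 3) in condition 1 and 172 ± 37.7 (n = 3) in condition 4, with 211, 169 and 136 in 4A, 4B and 4C. The log2 fold change was -2.77 (standard error 0.36, adjusted p = 0.00033 by edgeR's quasi-likelihood test), and AGP2 was number 72 among the downregulated DEGs. In conditions 2 and 3 its log2 fold changes were -0.54 and -0.67 (adjusted p = 0.59 and 0.53). With each library left out in turn, the value in condition 4 stayed between -2.94 and -2.61.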

Interestingly, deletion of the *AGP2* gene imparted resistance to NaD1 via a mechanism that includes diminished uptake of the defensin (Bleackley et al. 2014). Moreover, *agp2*Δ cells were also resistant to other cationic antifungal peptides tested, suggesting a role of Agp2 in the general sensitivity of *S. cerevisiae* to cationic antifungal peptides (Bleackley et al. 2014). However, here we showed that PeAfpA does not share this mechanism of killing, since *agp2*Δ cells were not resistant but rather more susceptible to the protein than the parental strain.

As expected from the sub-inhibitory concentration used in confocal studies, internalized PeAfpA was not necessarily linked to PI positive staining. These results suggest that internalization by itself does not provoke cell death, which might depend on a higher concentration within the cell or on a faster internalization. It is noteworthy that a high number of DEGs were identified in our study even at a PeAfpA concentration (4 μg/mL) at which no macroscopic effects (for instance, growth inhibition) were observed indicating a major response of the cell. Moreover, CFW staining after PeAfpA treatment showed that the CW apparently maintained its integrity, suggesting that PeAfpA does not damage the structures when enters the cell in the conditions tested.

Mitogen-activated protein kinases (MAPKs) signalling pathways are crucial mechanisms that allow cells to sense and respond to extracellular stimuli (Turrà et al. 2014). The general view was that genetic deletions that inactivate these pathways render the fungi more susceptible to chemical fungicides and antimicrobial peptides, while pathway activation in wild-type fungi allows the fungus to cope with the stress of antifungal molecules and survive (Hayes et al. 2014). However, there are significant differences regarding the role of MAPKs in the activity of various antifungal peptides and proteins. 

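HOG1 (YLR113W) had a normalized count of 1238 ± 30.8 (SD, n = 3) in condition 1 and 2802 ± 691 (n = 3) in condition 4, a log2 fold change of 1.18 (standard error 0.22, adjusted p = 0.0024 by edgeR's quasi-likelihood test). KSS1 (YGR040W) rose from 338 ± 26 to 918 ± 231 (log2 fold change 1.44, standard error 0.23, adjusted p = 0.0012). SLT2 (YHR030C) rose from 721 ± 95 to 2939 ± 754, with a log2 fold change of 2.03 (standard error 0.35, adjusted p = 0.0015). All 3 were DEGs in condition 4 under each alternative, and each was higher in every library of condition 4 than in every control (exact permutation test, p = 0.1, the smallest that 3 against 3 allow).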

From our functional enrichment analysis, MAPK signalling pathway was one of the significant KEGG pathways in cells treated with 4 μg/mL of PeAfpA, and genes encoding the terminal MAPK of the high osmolarity glycerol (HOG) pathway (*HOG1*), the filamentation-invasion pathway (*KSS1*) and the CW integrity (CWI) pathway (*MPK1/SLT2)* were upregulated DEGs. Interestingly, mutants lacking these genes showed different susceptibility to PeAfpA, suggesting roles either in the defence response of *S. cerevisiae* to the protein or in the PeAfpA killing mechanism. Mutants lacking Hog1 or Kss1 were more sensitive than the parental strain to PeAfpA, suggesting that *S. cerevisiae* defence against the protein is dependent on the Hog1 and Kss1 MAPK pathways. In accordance with our results, *C. albicans* defence against the cationic peptide histatin 5 and the plant defensin NaD1 was dependent on the Hog1 MAPK pathway, since *C. albicans* mutants lacking *HOG1* were hypersensitive to both peptides (Hayes et al. 2013; Vylkova et al. 2007). In addition, *Fusarium oxysporum* mutants lacking the MAPK Fmk1, the homolog of Kss1, were also more susceptible to the AFP from *A. giganteus* (Martín-Urdiroz et al. 2009). By contrast, the Hog1 MAPK signalling cascade does not participate in the *S. cerevisiae* response to the *A. giganteus* AFP (Ouedraogo et al. 2011) or in the *F. graminearum* response to defensins MsDef1 and MtDef4 from *Medicago* spp. (Ramamoorthy et al. 2007).

Regarding mutants of the CWI pathway, deletion of *MPK1*/*SLT2* renders *S. cerevisiae* more tolerant to the protein, as showed by the PeAfpA susceptibility tests and the confocal microscopy assays. In support of this, the *mkk2*Δ mutant lacking the MAPKK Mkk2 which phosphorylates Slt2 was also more tolerant to PeAfpA. These results would suggest an active role of the CWI pathway in the PeAfpA killing mechanism against *S. cerevisiae*, as we previously described for this and Hog1 pathways in the mode of action of PdAfpB against *P. digitatum* (Gandía et al. 2019b). However, a pleiotropic effect cannot be ruled out because PeAfpA at sub-inhibitory concentrations enhanced the growth of the *S. cerevisiae slt2*Δ mutant even though the protein decreased its interaction with the cells (Fig. 8). In *S. cerevisiae*, it was reported that the CWI pathway was only of minor importance to counteract the deleterious effect of *A. giganteus* AFP since mutants of almost all genes from the pathway, including *mpk1*/*slt2*Δ, did not show practically any change of susceptibility to the protein (Ouedraogo et al. 2011). Interestingly, the same *A. giganteus* AFP induces the CWI response in *Aspergillus nidulans* and *A. niger* through the coordinated signalling of MpkA/Slt2 and calcium pathways (Binder et al. 2011; Hagen et al. 2007). Besides, *A. nidulans* null mutants of the MpkA/Slt2 CWI MAPK were more sensitive to the AFP from *A. giganteus* or the PAF from *P. chrysogenum* (Binder et al. 2010, 2011), in contrast to our results. Another signalling pathway that seems to respond to PeAfpA is the cAMP-PKA signalling, a nutrient-sensing route that controls the cell cycle (Portela and Rossi 2020). Our results show that *PKA1*, which encodes the cAMP-dependent protein kinase Pka1, is downregulated in cells treated with 4 μg/mL of PeAfpA and that *pka1*Δ was within the group of tolerant strains, in contrast with the increased susceptibility of this mutant towards the *A. giganteus* AFP (Ouedraogo et al. 2011).

Our functional enrichment analysis also showed translation and ribosome biogenesis among the most significant upregulated GO terms and KEGG pathways in cells treated with 4 μg/mL of PeAfpA, suggesting that protein translation seems to be affected by PeAfpA. Changes in the translational machinery are known to occur during stress response or programmed cell death in several species from prokaryotes to eukaryotes. Transcriptomic changes in genes associated with ribosome biogenesis and rRNA maturation are described in *S. cerevisiae* programmed cell death induced by acetic acid (Monticolo et al. 2021). Enrichment in upregulated genes showed GOs related to ribosome biogenesis and pathways involved in cell response to stress and external stimuli at short times of acetic acid treatment, while translation was enriched by downregulated genes at longer times of treatment. More in-depth analyses are required to establish the effects of PeAfpA on cell homeostasis.

Additional genes identified in our transcriptomic analysis and whose mutations additionally render the cells more sensitive to PeAfpA are *DFG5*, *PMT2*, *ECM33*, *SSD1*, *FLO11* or *FKS1*. These results point to the role of CW and cell envelope in the mode of action of PeAfpA, as described in studies with the synthetic peptide PAF26 (Bou Zeidan et al. 2013; Harries et al. 2013; López-García et al. 2010). For instance, Dfg5 is a GPI-anchored membrane protein which belongs to the GH76 family of α-1,6-mannanases, and it is required for normal biosynthesis of the CW and is also related to osmotic stress response and MAPK signalling in *Trichoderma atroviridae* (Atanasova et al. 2021). Furthermore, previous works in *C. albicans* have shown that deletion of *DFG5* causes reduced susceptibility to caspofungin (Plaine et al. 2008). 

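In condition 4, ECM33 (YBR078W), FKS1 (YLR342W) and PMT2 (YAL023C) were upregulated DEGs by edgeR's quasi-likelihood test, and SSD1 (YDR293C) and FLO11 (YIR019C) were downregulated. The normalized count of ECM33 went from 3779 ± 148 (SD, n = 3) to 21309 ± 7648 (n = 3), a log2 fold change of 2.50 (standard error 0.51, adjusted p = 0.0036). FKS1 rose from 2552 ± 416 to 11894 ± 5676 (log2 fold change 2.22, standard error 0.51) and PMT2 from 1609 ± 241 to 3568 ± 1716 (1.15, standard error 0.28, and 0.70 without 4C). The log2 fold change of SSD1 was -0.63 (standard error 0.18, adjusted p = 0.016), and without 1C or 4C its adjusted p was 0.068 and 0.06. FLO11 had a log2 fold change of -0.92 (standard error 0.29, adjusted p = 0.024), which was no longer under 0.05 without 1A (0.051), 1C (0.081), 4B (0.053) or 4C (0.082).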

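The normalized count of DFG5 (YMR238W, chromosome XIII, 746353 to 747729 of R64) was 1089, 845 and 701 in 1A, 1B and 1C and 2605, 2943 and 3848 in 4A, 4B and 4C. The log2 fold change in condition 4 was 1.83 (standard error 0.50, adjusted p = 0.013 by edgeR's quasi-likelihood test), and without 1C it was 1.69 with an adjusted p of 0.052. In condition 2 the count was 4775 in 2A and 1054 and 971 in 2B and 2C, and in condition 3 it was 1792, 1339 and 1251 (adjusted p = 0.49 and 0.62).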

In this study, *DFG5* was significantly overexpressed upon treatment with PeAfpA. Considering the key role of this gene in CW biosynthesis, our results suggest that the induction of *DFG5* could be part of the yeast response to the CW stress caused by the antifungal protein. In this line, we observed that *dfg5*Δ showed a significantly increased sensitivity to PeAfpA, supporting the idea that Dfg5 plays an important role in the yeast defence strategy against the antifungal protein.

*PMT2* encodes an *O*-mannosyltransferase 2 that affects protein mannosylation, including the mannoproteins on the outer CW. Our previous results with *S. cerevisiae* showed enhanced tolerance to the antifungal peptide PAF26 in several deletion mutants of protein glycosylation genes, including *PMT1–6* (Harries et al. 2013). Moreover, in *P. digitatum*, we confirmed the increased tolerance of the *Pdpmt2* mutant to PAF26 (Harries et al. 2015) and also to AFPs such as PdAfpB (Bugeda et al. 2020) and PeAfpA (Giner-Llorca et al. 2023). Confocal microscopy analyses of the interaction of PdAfpB with the *P. digitatum Pdpmt2* mutant or the parental wild-type strain indicated that the protein is unable to interact with the outer fungal CW of the mutant and therefore that the mannosylated and negatively charged outer layer plays a role to attract and interact with the protein (Bugeda et al. 2020). The results shown here suggest that protein *O*‐glycosylation plays a different role in the antifungal action of PeAfpA against *S. cerevisiae* and that the mechanism of action is not conserved between these two distantly related fungi. The increased sensitivity of the *S. cerevisiae pmt2*Δ might be related with defects in CW structure.

In addition to CW, cell membrane also poses an interaction barrier to external antifungal peptides and proteins. Phosphoinositides (PIPs) are derivatives of phosphatidylinositol (PtdIns) present in cell membranes. In addition to their structural role, PIPs interact with proteins containing PIP-binding domains and are involved in cell signalling, membrane dynamics and vesicle sorting in eukaryotes (Posor et al. 2022). In previous works, we showed that PeAfpA binds PIPs in vitro, mainly PtdIns monophosphate such as PtdIns(3)P, PtdIns(4)P and PtdIns(5)P, but also PtdIns biphosphate, although it was not possible to establish a direct association between antifungal activity and PIP binding (Giner-Llorca et al. 2023). In the present study, the two most PeAfpA-sensitive mutants *vps34*Δ and *sac1*Δ are affected in PIP metabolism; Vps34 and Sac1 are enzymes that regulate the synthesis, interconversion and turnover of PtdIns(3)P and PtdIns(4)P (Posor et al. 2022). *VPS34* encodes a PtdIns 3-kinase that phosphorylates PtdIns to produce PtdIns(3)P, while *SAC1* encodes a phosphatase which displays activity against PtdIns(4)P to render PtdIns (Schu et al. 1993). Vps34 is required for protein sorting to the vacuole of *S. cerevisiae*, and yeast strains deleted for the *VPS34* gene exhibit severe defects in vacuolar protein sorting (Schu et al. 1993). There are evidences suggesting that PtdIns(3)P has important functions in endocytic and phagocytic traffic and that it is required for the autophagic pathway (Burman and Ktistakis 2010). In *C. albicans*, hypersensitivity of *vps34*Δ against metal ions and antifungal drugs was explained due to an impaired vesicular transport that could inhibit the sequestration of toxic compounds to the vacuole. Authors suggested that, especially against antimycotics, the hypersensitivity might be caused by an inefficient sequestration and transport of compounds out of the cell (Kitanovic et al. 2005). In agreement with these findings, *vps34*Δ was the most susceptible strain to PeAfpA found in our study. In addition, our microscopy data show that there is less protein interaction with the cells and that when PeAfpA enters the cell, the protein is not compartmentalized in the same way as in parental cells. This result might explain the increased susceptibility of the mutant to the protein, also demonstrated by the observed PI staining. *vps34*Δ was also described as one of the *A. giganteus* AFP most susceptible strains (Ouedraogo et al. 2011), together with mutants in *CHS1*, encoding chitin synthase I; *WSC1*, coding for the yeast wall stress component sensor Wsc1 that signals CW stress to the CWI pathway; and *TOR1*, encoding a PtdIns kinase-related protein kinase implicated in PtdIns metabolism, cell cycle regulation and endocytosis. Since all four proteins have a function during cell separation, authors suggested that *S. cerevisiae* might become vulnerable to AFP in a cell cycle-dependent manner (Ouedraogo et al. 2011). Our results show that the sensitivity of *chs1Δ*, *tor1Δ* and *wsc1Δ* strains against PeAfpA was very similar to that of the parental strain, suggesting that *A. giganteus* AFP and PeAfpA do not seem to have the same killing mechanism although both might share some targets.

Beyond PtdIns metabolism, the yeast protein Sac1 is involved in multiple cellular processes, including actin cytoskeletal organization, membrane trafficking and cell signalling, promoting normal lipid homeostasis within cells (Del Bel and Brill 2018). Sac1 loss affects cellular PtdIns(4)P and PtdIns levels, and it also has a significant influence on additional membrane lipids, in particular phosphatidylserine, phosphatidylcholine and complex sphingolipids (Del Bel and Brill 2018). Mutations in the *S. cerevisiae SAC1* gene are known to cause multiple drug sensitivity by affecting the regulation of PIPs, sphingolipid metabolism and plasma membrane integrity (Hughes et al. 1999). Whether membrane PIPs are involved in PeAfpA mechanism of killing and whether changes in PIP levels are caused as yeast defence against PeAfpA require further studies.

Finally, *ROX3* stood out in this work as the only DEG common to all the treatments with PeAfpA. 

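The call of ROX3 as a DEG depended on the test in conditions 2 and 3 and was made in condition 4 by all of them. In condition 2, DESeq2 over the 12 libraries gave an adjusted p of 0.00069 and limma-voom with sample quality weights one of 0.049, while edgeR gave between 0.16 and 0.99 with 1 library left out at a time. In condition 3, DESeq2 over the 12 libraries gave an adjusted p of 0.38 and limma-voom one of 0.012. The fit of DESeq2 with only the 2 groups compared, chosen after seeing the data, gave 0.027 in condition 3 and 0.051 in condition 2, and 0.026 and 0.046 when genes were kept at 1 count or more. A call of ROX3 in all 3 treatments was thus made by limma-voom and by this last fit. By limma-voom HRP1 was called in all 3 as well. Adjusted over the list alone, the 52 genes that the paper names had 2 calls in condition 2 (ROX3 and HRP1), 0 in condition 3 and 44 in condition 4, against 0, 0 and 44 adjusted over all genes tested, and 16, 6 and 44 of them had an unadjusted p under 0.05. The study chose these genes on the same libraries, so the counts over the list alone are not independent evidence. From the upregulation of ROX3 in every treatment, the paper proposes a role of this gene in the mode of action of PeAfpA. The paper also reports that the deletion mutant of ROX3 was more sensitive to PeAfpA, a growth assay that does not rest on these libraries.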

*ROX3* has been characterized as a component of the Mediator, a multiprotein complex that interacts with the RNA polymerase II, forming a polymerase holoenzyme with an array of activities that function at multiple stages of transcription (Gustafsson et al. 1997). Initially, *ROX3* was described as an essential component of the global stress response pathway since mutations in this gene rendered strains with severely reduced heat shock and osmotic stress response and unable to grow under glucose starvation conditions (Evangelista et al. 1996). In addition, *ROX3* might be related to pleiotropic drug resistance (PDR), since *ROX3* deletion increased sensitivity to PDR substrate compounds, such as atorvastatin, fluconazole, cycloheximide, ketoconazole and oligomycin (Yibmantasiri et al. 2014). Moreover, mutations in *ROX3* rendered strains with hypersensitivity to different stresses interfering the CW, like Congo red, caspofungin and zymolyase (García et al. 2015). In line with these results, here we showed that *ROX3* is induced in all PeAfpA treatments, confirming that the protein at the lowest concentration used provokes a stress response in *S. cerevisiae*. In addition, we demonstrated that *ROX3* deletion significantly increased the sensitivity of *S. cerevisiae* to PeAfpA, pointing out the relevant role of this gene in the defence strategy of *S. cerevisiae* against a wide range of antimicrobial compounds, including antifungal proteins.

Using the model yeast *S. cerevisiae*, this study highlights PeAfpA as a multitarget antifungal since the protein interacts with many targets in different pathways. This study provides new insights about the complex mode of action of PeAfpA and the fungal mechanism of defence. We show that PeAfpA is a cell-penetrating protein that induces a global stress to the cell. PeAfpA mainly acts through the CWI pathway, while regulation of PtdIns metabolism seems to be the main process involved in *S. cerevisiae* defence. This study confirms that PeAfpA has a different although similar mode of action to those showed by other AFPs and antifungal peptides and that this mechanism might be different depending on the target fungus, as described for some plant defensins. Studies about the mechanism of action of PeAfpA against target filamentous fungi are in progress. Overall, information provided by this work will be crucial for the design and development of novel antifungal molecules.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

Transcriptomic data generated in this study were deposited in the Gene Expression Omnibus (GEO) public database (https://www.ncbi.nlm.nih.gov/geo/), with accession number GSE233704. Other datasets generated in this study are available at DIGITAL.CSIC (10.20350/digitalCSIC/15465).

# Supplementary material for: Novel findings about the mode of action of the antifungal protein PeAfpA against Saccharomyces cerevisiae
**Source:** Appl Microbiol Biotechnol. 2023 Sep 9;107(22):6811–29. doi: 10.1007/s00253-023-12749-0
**Supplement:** Supplementary file 2 — Supplementary file2

Supplemental material

**Journal**

Applied Microbiology and Biotechnology

**Title**

Novel findings about the mode of action of the antifungal protein PeAfpA against *Saccharomyces cerevisiae*

**Authors**

Moisés Giner-Llorca, Antonella Locascio, Javier Alonso del Real, Jose F. Marcos and Paloma Manzanares\*

**e-mail address corresponding author**

## Supplemental Figure S1 Giner-Llorca et al.

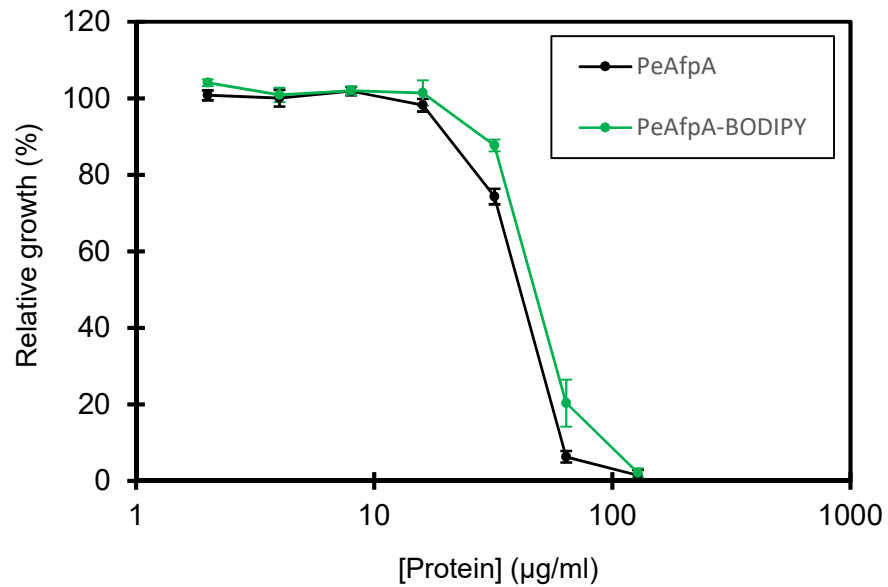

**Supplemental Figure S1.** Dose-response curves showing the antifungal activity of PeAfpA and PeAfpA-BODIPY against *S. cerevisiae* BY4741 grown in YPD 5 % for 24 h at 30 °C. Growth is measured as absorbance at 600 nm. Curves show mean  $\pm$  SD of three replicates at each protein concentration.

How the deposited data were processed for this re-analysis (not part of the article)

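The data are RNA-seq gene counts of 12 libraries of S. cerevisiae BY4741, 3 replicates for each of 4 conditions: control and 1, 2 and 4 µg/mL PeAfpA, collected after 20 h. The authors trimmed single-end reads with Trimmomatic, mapped them with bowtie2 to the S288C reference genome and deposited the counts per gene from htseq-count, without normalization, as a table of 6600 features and 12 libraries. Settings of the counting for strand, overlap and mapping quality are not named in the paper's text, so reads of near-identical or overlapping genes could be split or left out. Conditions were taken from the library labels, whose numbers 1 to 4 are the conditions and whose letters A to C are replicates 1 to 3. The growth assays, the deletion mutants and the binding and imaging experiments are not analysed here.

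Totals per library lay between 7153797 and 10270183 counts. Of the 6600 features, 5917 were matched to the reference annotation of the R64 assembly, and 683 were not and held 0.172% to 0.323% of the counts of each library. Genes were kept at a mean of at least 1 TPM over the 12 libraries, or at least 1 CPM where no length was known, which left 5909. Between replicates, differences exceeded counting error in every pair, so that depth is not what limits the genes with many counts.

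Counts were normalized with TMM factors and tested in edgeR 4.0.16 (R 4.3.3) with a quasi-likelihood F test, in a fit of the 4 conditions over the 12 libraries. The contrasts were 4, 2 and 1 µg/mL against control and 2 against 1 µg/mL. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Standard errors are the size of the log2 fold change divided by the square root of F. Single genes were also compared with exact permutation tests of their normalized counts, for which 0.1 is the smallest p that 3 against 3 libraries allow. The tests were tried on simulated counts of the 5909 genes with 200 changed genes, drawn only from those past a minimum mean count. The simulated libraries hold no differences that many genes of a culture share, so these rates may be too favourable. In these simulated counts, genes changed by 1 on the log2 scale were found in 74% of cases by edgeR, 86% by DESeq2 and 71% by limma-voom, with 10.3, 28.3 and 9.67 false calls. With 2 µg/mL simulated as unchanged, the 3 tools made 0, 5 and 0 calls.

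Principal components and Ward clustering used DESeq2's variance stabilizing transformation, over the 500 and the 100 most variable genes. For enrichment, 15 lists of gene symbols stood in for GO and KEGG terms: cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis factors, the tricarboxylic acid cycle, the respiratory chain and ATP synthase, peroxins, fatty acid oxidation, autophagy genes, the vacuolar proton ATPase, cyclins, cell cycle periodic genes, cell wall proteins, targets of Slt2 and Rlm1, glucose-repressed genes and general stress genes. Each was tested with a one-sided Fisher's exact test at an adjusted p of 0.01, and with limma's camera and fry on log2 CPM values with a prior count of 2. Lists of nitrogen catabolite and thiamine biosynthesis genes and the GO terms of the reference annotation were added after seeing the data. The supplementary table of all genes is not used here.

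The alternatives were DESeq2 1.42.0 over the 12 libraries with and without its independent filtering, edgeR with only the 2 groups compared, a filter of at least 1 count, edgeR's filterByExpr, RLE size factors, library size alone, limma-voom (limma 3.58.1) with sample quality weights, the replicate number as a block, and each of the 12 libraries left out in turn. These 21 fits, the 15 lists and the rule for the genes named were set before the data were examined, except that the paper's own figures and tables had been seen. DESeq2 with only the 2 groups compared, with the main filter or with a filter of at least 1 count, was added after seeing the data. The genes named are those the paper names for these libraries (1 of them is not reported here), the 10 largest rises and falls among the DEGs of 4 µg/mL whose libraries do not overlap with the controls, the 5 largest at 2 µg/mL and the DEGs of 1 µg/mL (none of either by edgeR), LEU2, URA3, MET17 and HIS3, in which BY4741 carries deletions, and the mating type genes STE2 and STE3. Near-identical genes were searched with blastn 2.17.0 at 95% identity over at least 100 bases, and 7 of 89 genes compared had such a copy. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.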

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

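The tests of nitrogen catabolite and thiamine genes, and both lists, were chosen only after the result was seen.

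Nitrogen catabolite genes, which the paper does not discuss, stood above the controls in 3A and 3B, 2 of the 3 libraries at 2 µg/mL. The list holds the 22 genes that the reference annotation connects with nitrogen catabolite repression. Its median log2 difference from the control mean was 1.81 in 3A and 1.37 in 3B, against 0.15 in 3C and -0.05 to 0.06 in the controls, and 17 of the 22 genes were above every control in each of 3A and 3B, against 10 in 3C, 9, 13 and 11 in 2A, 2B and 2C, and 9, 7 and 6 in 4A, 4B and 4C. At 1 µg/mL the medians were -0.08, 0.37 and 0.21 in 2A, 2B and 2C, and at 4 µg/mL they were 0.11, -0.09 and -0.66 in 4A, 4B and 4C. Examples chosen after their values were seen are DUR3, with 1060 and 428 CPM in 3A and 3B against 51.8 to 94.9 in the controls, MEP2 (3990 and 2590 against 423 to 597), UGA4 (1010 and 234 against 31.3 to 55) and DAL80 (486 and 189 against 39.8 to 54.7). None of these is a DEG at 2 µg/mL by edgeR (adjusted p from 0.34 to 0.43). A difference in library size is argued against, as the median in 3A was 1.82 after all libraries were thinned to 7153797 counts. A lower nitrogen supply in these cultures may raise such a list as a whole, and the median of 1.81 in 3A leaves this open. The list was chosen from these libraries, and nitrogen is not part of the design, so this remains a hypothesis. PeAfpA at 2 µg/mL was also given to the culture of 3C, so a response to PeAfpA that 1 culture did not show cannot be told apart from a difference between cultures.

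Thiamine biosynthesis genes, also outside what the paper discusses, were lower at 4 µg/mL. Their median log2 fold change was -2.13 over 14 genes (mean -1.78), and 11 were downregulated DEGs by edgeR and 0 upregulated. The GO term thiamine biosynthetic process had 9 downregulated genes of 11 (Fisher's exact test, adjusted p = 0.0023). Of the 14 genes, 6 have near-identical copies (THI5, THI11, THI12, THI13, SNZ2 and SNZ3) with which the counting could split reads, and their median was -2.56. Shared reads are argued against as the whole cause by the 8 genes without such copies, whose median was -0.67 and of which 5 were lower: THI4 (-3.58, adjusted p = 0.00064), THI2 (-2.21, 0.00036), THI20 (-1.76, 0.00077), THI6 (-0.96, 0.0019) and THI3 (-0.38, 0.046). THI21 (-0.33, adjusted p = 0.052), PDC2 (-0.09) and THI22 (-0.04) were not DEGs. Whether this is a response to PeAfpA was not tested further.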

How the results depend on the processing

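The fits of DESeq2 with only the 2 groups compared were chosen only after the result was seen.

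At 4 µg/mL, the number of DEGs stayed within 1.5 times of 2496 in each alternative without the block that kept the 12 libraries or only the 2 groups compared, from 2326 (library size alone) to 3477 (limma-voom). The upregulated DEGs were 756 of these with library size alone, against 1139, because that scaling moves the median of all genes to -0.24. With 1 library left out, the DEGs ranged from 1491 (without 4C) to 2783 (without 2A), the upregulated from 664 to 1330 and the downregulated from 827 to 1453, for the same 2 libraries. Of the 2496 genes, 58.8% were called again without 4C, 65.7% without 1C, 70.6% without 1B, 75.4% without 1A, 79.3% without 4B and 99.9% without 2A. None changed its direction in any of the 23 alternatives. These fits have fewer libraries, and why 4C and 1C count most was not tested. The DEGs with a log2 fold change over 2 or under -2 stayed between 220 and 362 with 1 library left out.

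At 2 µg/mL, edgeR over the 12 libraries gave 0 DEGs and 573 genes at an unadjusted p under 0.05. DESeq2 over the 12 libraries gave 34 with or without its filtering (23 upregulated, 11 downregulated), edgeR with only the 2 groups compared 23 (21 and 2) and limma-voom with quality weights 1281 (559 and 722). With only the 2 groups compared, DESeq2 gave 228 (150 and 78), and 221 (147 and 74) with genes kept at 1 count. With 1 library left out, edgeR gave from 0 to 131 DEGs (0 to 53 upregulated, 0 to 78 downregulated), the highest without 3C.

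The DEGs shared by 2 and 4 µg/mL moved with these, from 0 to 13 by DESeq2 over the 12 libraries with or without its filtering (12 upregulated, 1 downregulated), 22 by edgeR with only the 2 groups compared (21 and 1), 769 by limma-voom (357 and 412), 154 (121 and 33) and 149 (119 and 30) by the 2 added fits of DESeq2, and from 0 to 66 (0 to 24 and 0 to 42) with 1 library left out. Of the 15 gene lists, 0 were enriched among the 12 shared upregulated DEGs of DESeq2 over the 12 libraries and the 24 of edgeR without 3C, and 4 with each of the 2 added fits. No other alternative was tested for these lists: some had 0 shared upregulated DEGs, and for others, such as limma-voom, it was not set in advance.

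At 1 µg/mL, edgeR gave 0 DEGs with 12 libraries and with any 1 left out, and 536 genes at an unadjusted p under 0.05. There were 3 by DESeq2 over the 12 libraries, and 4 without its filtering. By limma-voom there were 2, and the added fits of DESeq2 gave 1, and 2 with genes kept at 1 count. The DEGs shared by all 3 treatments were 0 except for 2 by limma-voom and 1 by the added fit with genes kept at 1 count. The log2 fold change of ROX3 at 1 µg/mL was past the threshold at 1.44 by DESeq2 over the 12 libraries with or without its filtering, at 1.08 by limma-voom and at 1.44 by the added fit with genes kept at 1 count. With 1 library left out it ranged from 0.94 (without 2A) to 1.67 (without 1A) and was not past it.

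Between 2 and 1 µg/mL, edgeR gave 0 DEGs. With DESeq2 over the 12 libraries there was 1 with or without its filtering, limma-voom 611, the added fits of DESeq2 2 and 2, and edgeR from 0 to 6 with 1 library left out, the highest without 3C. For the counts at 1 and 2 µg/mL and between them, the cause of the differences between tools was not tested beyond the effect of 3C.

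Dimension 1 of the principal components held 67.8% of the variance over all genes, and from 73.1% (without 4C) to 85.4% (without 2A) with 1 library left out. Dimension 2 held 9.70% over all genes, and from 6.46% (without 2A) to 10.4% (without 4C). In the Ward clustering over all genes, 1 library of another condition (2A) was in the cluster of 4 µg/mL, and 0 in the other alternatives. Fewer libraries or more genes enter these analyses by construction, and no further cause was tested.

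The number of upregulated lists at 4 µg/mL stayed between 5 (without 4C, and by fry) and 7, and that of downregulated lists between 4 (without 1B) and 6 (without 1A). Without 1A, ribosome biogenesis factors were enriched among the upregulated and general stress genes among the downregulated DEGs, while mitochondrial ribosomal proteins and the vacuolar proton ATPase were not. Mitochondrial ribosomal proteins were also lost without 4A and without 4C.

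Fitted with the replicate number as a block, edgeR gave 2216 DEGs at 4 µg/mL and 0 in the other comparisons. It called 2200 of the 2496 genes again (88.1%). Among the gene lists and the genes named, the vacuolar proton ATPase list, PKC1 and SAC1 did not pass there, and no other call of these changed. The numbers do not pair the libraries: over 18 pairs with the same number, the correlation of deviations from the condition means ranged from -0.37 to 0.25 (median -0.05), and 6 were over 0.1.

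For the genes named, 1470 comparisons with the alternatives set in advance left 1419 with the same direction and side of the threshold. In 32 a DEG was no longer called, in 7 a gene became one, and in 12 a gene not called changed its sign (END3, FAB1, HIS3, KDX1 and WSC1). Of 140 comparisons with the added fits, these were 130, 2, 6 and 2. No call was reversed. The lost calls at 4 µg/mL are those of PKC1 and SAC1 in several fits, of FLO11, SSD1 and DFG5, of EOS1 without 1C (adjusted p = 0.057) or 4C (0.075), of TVP18 without 1B (0.05) or 4C (0.052), of HRP1 without 1B (0.051) or 1C (0.067), and of BAP3 without 1B (0.062).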

Differences from the paper's values

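The fits of DESeq2 with only the 2 groups compared, and the principal components without the expression filter, were chosen only after the result was seen.

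The paper's 169 DEGs at 2 µg/mL stand against 0 by edgeR over the 12 libraries, where 573 genes had an unadjusted p under 0.05. Of the alternatives set before the data were examined, leaving out 3C gave 131, within 1.5 times of the paper's number. Those that did not come within it are DESeq2 over the 12 libraries (34, with or without its filtering), edgeR with only the 2 groups compared (23), limma-voom with quality weights (1281) and the other filters, scalings, the block and the fits without another library (0). Without 3C, however, 0 of the 30 genes that the paper calls at 2 µg/mL in Supplemental Table S1 were called. Fits of DESeq2 with only the 2 groups compared gave 228, and 221 with genes kept at 1 count, both chosen after seeing the values, and each drops 0 of these 30. By limma-voom 29 of the 30 were called, by edgeR with only the 2 groups compared 12, and by DESeq2 over the 12 libraries 1.

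By direction, the paper's 131 upregulated and 38 downregulated DEGs at 2 µg/mL stand against 0 and 0. For the 131, none of the alternatives set before the data were examined is within 1.5 times, and the 2 fits of DESeq2 chosen after seeing the values are (150 and 147), dropping 0 of the paper's 30 calls. For the 38, none of the 23 alternatives is, with 11 by DESeq2 over the 12 libraries, 2 by edgeR with only the 2 groups compared, 722 by limma-voom, 78 without 3C, 78 and 74 by the added fits, and 0 by the others.

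At 1 µg/mL the paper has 2 DEGs, against 0 by edgeR, where 536 genes had an unadjusted p under 0.05. Within 1.5 times are DESeq2 over the 12 libraries (3) and limma-voom (2). DESeq2 without its filtering (4) and the other alternatives set before the data were examined (0) are not. Of the fits chosen after seeing the values, DESeq2 with only the 2 groups compared and genes kept at 1 count gave 2 and drops 0 of the paper's calls in Supplemental Table S1 at this concentration and 1 of 81 at 4 µg/mL, while the same fit with the main filter gave 1 and drops 1, ROX3.

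For the DEGs shared by 2 and 4 µg/mL, the paper's 144, with 112 upregulated and 32 downregulated, stand against 0, 0 and 0. For 144 and 112, none of the alternatives set before the data were examined is within 1.5 times: DESeq2 over the 12 libraries gave 13 and 12, edgeR with only the 2 groups compared 22 and 21, limma-voom 769 and 357, edgeR without 3C 66 and 24, and the others 0. For 32, edgeR without 3C (42) is within it and the others are not. DESeq2 with only the 2 groups compared gave 154, 121 and 33, and 149, 119 and 30 with genes kept at 1 count, both chosen after seeing the values. They drop 0 and 1 of the paper's 81 calls at 4 µg/mL in that table and 0 of its 30 at 2 µg/mL.

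The paper places replicates of condition 3 apart on dimension 2. Over the 500 most variable genes, 2A had the score farthest from 0 there and 3A and 3B were apart on the third dimension, at 14.7 and 11.3. The legend of the paper's Fig. 2A names the expressed genes. Over all genes kept here 3A and 3B had the highest scores on dimension 2 (20.7 and 22.3), as the paper places them. They also had the highest scores with log2(CPM + 1) values (14.1 and 12.6). With the features kept at 1 count, chosen after seeing the values, their scores were again the highest (12.4 and 9.0). There 2A followed at 8.2, so 3B was not set apart from 2A.

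The paper states that ROX3 alone is a DEG in all treatments. By edgeR over the 12 libraries its adjusted p was 0.49 at 1 µg/mL, 0.51 at 2 µg/mL and 0.0051 at 4 µg/mL. It was called in all 3 by limma-voom, together with HRP1, and alone by DESeq2 with only the 2 groups compared and genes kept at 1 count, chosen after seeing the values.

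The paper places ADH2 first among the downregulated DEGs of condition 4. By edgeR over the 12 libraries it was number 2, with a log2 fold change of -7.32, behind ADY2 with -7.73, and it stayed behind ADY2 in each of the 23 alternatives.

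The paper names ribosome biogenesis among the upregulated terms. The list of 133 ribosome biogenesis factors was not enriched by Fisher's exact test (adjusted p = 1), and it was by camera (adjusted p = 3.4e-05) and without 1A. Of the GO terms of the reference annotation, added after seeing the data, 90S preribosome (34 of 78 genes, adjusted p = 9e-05) and ribosomal subunit export from nucleus (19 of 25, adjusted p = 2.4e-07) were enriched among the upregulated genes. The paper also names RNA polymerase II among the downregulated terms, in its molecular function category. In the reference annotation, the term RNA polymerase II, core complex was enriched among the upregulated genes (9 of 13, adjusted p = 0.0042, and 0.002 with the calls of DESeq2 over the 12 libraries). This term names a complex and not a molecular function, so it is not the paper's term and shows no reversal of its direction. The genes of the paper's term were not tested.

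Of the 81 genes that the paper calls at 4 µg/mL in Supplemental Table S1, 75 are DEGs by edgeR over the 12 libraries. The other 6, with the log2 fold change and adjusted p found here, are ARG1 (-0.77, 0.054), ARG4 (0.69, 0.11), PIL1 (0.43, 0.2), PDR16 (0.62, 0.099), NOP16 (0.37, 0.14) and MSN2 (0.56, 0.064). DESeq2 with only the 2 groups compared, chosen after seeing the values, calls all 6, and with genes kept at 1 count all but PIL1. Of the alternatives set before the data were examined, some call 4 of these genes: ARG1 by DESeq2 over the 12 libraries with or without its filtering, edgeR with only the 2 groups compared, library size alone, limma-voom and without 2A or 4C; ARG4 by edgeR with only the 2 groups compared, limma-voom and without 2A; PDR16 by edgeR with only the 2 groups compared and without 2A; and MSN2 by DESeq2 over the 12 libraries with or without its filtering, with RLE size factors and without 2A or 4B. PKC1 (-0.35, adjusted p = 0.037) and PLC1 (-0.47, 0.035) are DEGs here and not in the paper's table. The sign differs for PLB1 (-0.03) and MNN2 (-0.02), which neither calls.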

Other observations

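The other splits of the libraries by DESeq2 with only the 2 groups compared, the tests of 2A for genes above all other libraries and with 4A, 4B or 4C alone as the source of a mixture, the test of the spread at 2 µg/mL and the fits of DESeq2 with only the 2 groups compared were chosen only after the result was seen.

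Between 2 and 1 µg/mL, a comparison that the paper does not report, edgeR over the 12 libraries gave 0 DEGs, with 191 genes at an unadjusted p under 0.05 against 295 by chance. The groups did not overlap for 334 genes (5.65%, against 10% by chance). By DESeq2 over the 12 libraries there was 1 DEG, and by limma-voom 611. A difference between the effects of 1 and 2 µg/mL is thus not shown by edgeR.

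The 3 against 3 libraries of a comparison can be split in 10 ways, so that the share of splits with as many DEGs is never under 0.1 and chance cannot be excluded by it. At 4 µg/mL, 1 of the 10 splits (the real one) gave as many DEGs by edgeR, and the largest of the others gave 0. At 2 µg/mL, at 1 µg/mL and between 2 and 1 µg/mL the real split gave 0 DEGs, so that 10, 10 and 10 of the splits gave as many, as any count does against 0, which says nothing about chance. The largest other split between 2 and 1 µg/mL gave 62. For the 228 DEGs at 2 µg/mL by DESeq2 with only the 2 groups compared it was 1 of 10, and the largest other split gave 131. In 20 simulations with 2 µg/mL unchanged, this fit called 9.3 genes on average (2 to 14). The simulated libraries hold no differences that many genes of a culture share, so this number may be too low for these cultures.

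Library 2A lay far from 2B and 2C, and 3C lay near the controls. A swap of 2A and 3C stays open. As it needs, 3C was farther from 3A and 3B than from 2B and 2C, by 1.57 times. For 2A this ratio was 0.987 over all genes and 1.36 over the 983 genes with an unadjusted p over 0.5 at 4 µg/mL, where a swap needs less than 1. With either labelling 1 library of 2 µg/mL lies far from 3A and 3B, so a swap and a difference between cultures cannot be told apart. A mixture of 2A with RNA of a library at 4 µg/mL is argued against as the whole cause. Of 5080 genes with a mean of more than 20 CPM, 66 were in 2A more than 1.5 times above every control, both other libraries at 1 µg/mL and every library at 4 µg/mL, which no mixture of these gives, against 0 to 2 genes for each control, 2B and 2C. In the other direction there was no excess, with 12 genes of 2A as far below all of these libraries, against 0 to 15. A mixture as a part of the cause stays open. It would put each changed gene at the same fraction of the way from 2B and 2C to the mean of 4 µg/mL. The median fraction was 0.56 (quartiles 0.37 and 0.75) for 430 upregulated and 0.62 (0.34 and 0.83) for 501 downregulated genes, and 0.64 for 34 cell wall genes. It was 0.32 (-0.11 and 0.47) for 23 glucose-repressed genes, below the quartiles of the cell wall genes (0.55 and 0.84). With 4C alone as the source, the quartiles were -0.11 and 0.46 for glucose-repressed and 0.36 and 0.54 for cell wall genes and overlap, unlike with 4A or 4B alone, so a part from 4C and a stronger response of this culture cannot be told apart. No other biological explanation was tested for replicates of the same condition.

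The 0 DEGs at 2 µg/mL by edgeR may come from the spread between the 3 libraries. Without 3C there were 131 DEGs, and 0 with any 1 of the control libraries left out. Leaving out a library chosen for where it lies does not show that this library is in error. The log2 fold changes at 2 and 4 µg/mL had a correlation of 0.439, against 0.101 to 0.18 in 20 simulations with 2 µg/mL unchanged, and 65.9% had the same sign, against at most 56.3%. The simulated libraries vary gene by gene, without differences that many genes of a culture share, as seen in 2A, so an effect of PeAfpA hidden by the spread and differences between cultures cannot be told apart. The weights of limma-voom were lowest for 2A (0.174), 4C (0.233) and 3C (0.346).

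A delayed growth stage of the cultures at 4 µg/mL could lower glucose-repressed genes and raise ribosomal proteins without a specific response to PeAfpA. Of the 5 lists it needs, all 5 moved in its direction, 4 passed the threshold by camera and 2 by fry, the glucose-repressed and the periodic genes. The paper states that no growth inhibition was seen at this concentration, and the growth of these cultures is not analysed here. With 1 time point, a growth stage and a response to PeAfpA cannot be told apart. The cell wall proteins also rose.

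For the higher cell wall genes, signalling through Slt2 and Rlm1 was tested on the 5 targets that are not periodic, since the cell cycle may raise the others. Their median log2 fold change at 4 µg/mL was 1.64, against 1.38 for the 57 other cell wall genes, of which 34 were upregulated. By edgeR PRM5 (2.53, adjusted p = 0.011), PST1 (1.64, 0.023) and GSC2 (1.66, 0.016) were called, and KDX1 (0.15, 0.39) and CWP1 (0.85, 0.15) were not. Only 3 of 5 were past the threshold, and with so few genes signalling through this pathway and other causes cannot be told apart.

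A difference in library size between groups is argued against for the DEGs at 4 µg/mL, which numbered 2441 after all libraries were thinned to the smallest total, 2392 of them among the 2496. A trend with gene length or GC content is argued against as the whole cause of the log2 fold changes. Over the 5661 genes with known coding length and GC content, their Spearman correlations with the log2 fold change were -0.066 and -0.065. After the trend was removed from each library there were 2741 DEGs, 2345 of them among the 2496. All of the 20 largest rises and falls were still called. For YMR304C-A among them this tests nothing, as it has no position in the reference annotation. A few genes took no large part of the counts, since the 50 highest genes held 16.1% (1C) to 22.5% (4C). Ribosomal proteins held 5.25% to 5.72% of the counts in the controls, 6.96% in 4A, 8.41% in 4B and 13.7% in 4C.

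Of the other genes that the paper names for its deletion mutants or in its discussion, these were upregulated at 4 µg/mL by edgeR, with the log2 fold change and the adjusted p: CLB1 (2.55, 0.0023), ELO3 (2.34, 0.006), PRR1 (1.12, 0.0033), FLC2 (1.33, 0.0093), PUN1 (2.99, 0.0054), SKN7 (1.03, 0.0091), BAP3 (1.15, 0.017, and 0.062 without 1B), QDR2 (2.74, 0.00049), YPS1 (3.28, 0.0042), CHS1 (3.36, 0.0067) and SAC1 (0.54, 0.04). These were downregulated: MKK2 (-0.85, 0.0041), VPS34 (-0.73, 0.005), TVP18 (-0.59, 0.014), EOS1 (-0.57, 0.016) and PKC1 (-0.35, 0.037). END3 (0.06, 0.72), YMR1 (-0.13, 0.49), PER1 (0.23, 0.24), PDR16 (0.62, 0.099), FAB1 (-0.04, 0.84), KDX1 (0.15, 0.39), WSC1 (0.03, 0.85) and TOR1 (-0.20, 0.24) were not called. With library size alone the sign of END3, KDX1 and WSC1 was negative. With 1 library left out, the adjusted p of PKC1 ranged from 0.032 to 0.12 (not called without 1A, 1C, 2B, 3A, 4A, 4B or 4C) and that of SAC1 from 0.013 to 0.15 (not called without 1A, 1B, 1C, 3B, 4B or 4C). TVP18 was not called without 1B (0.05) or 4C (0.052), and EOS1 without 1C (0.057) or 4C (0.075).

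The gene of the a-factor receptor, STE3, had 94 to 299 counts per library, and that of the alpha-factor receptor, STE2, had 855 to 4740, as BY4741 has mating type a. Both were upregulated at 4 µg/mL (log2 fold change 1.18 and 1.42, adjusted p = 0.0045 and 0.001 by edgeR). HIS3 was not called (-0.10, adjusted p = 0.69).

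At 1 and 2 µg/mL, fry called none of the 15 lists (adjusted p from 0.23 to 0.99), while camera, whose preset correlation between genes is not taken from these libraries, called several.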
